# CDC-like kinase 4 deficiency contributes to pathological cardiac hypertrophy by modulating NEXN phosphorylation

**DOI:** 10.1038/s41467-022-31996-9

**Published:** 2022-07-30

**Authors:** Jian Huang, Luxin Wang, Yunli Shen, Shengqi Zhang, Yaqun Zhou, Jimin Du, Xiue Ma, Yi Liu, Dandan Liang, Dan Shi, Honghui Ma, Li Li, Qi Zhang, Yi-Han Chen

**Keywords:** Phosphorylation, Molecular medicine, Cardiac hypertrophy

## Abstract

Kinase-catalyzed phosphorylation plays a crucial role in pathological cardiac hypertrophy. Here, we show that CDC-like kinase 4 (CLK4) is a critical regulator of cardiomyocyte hypertrophy and heart failure. Knockdown of *Clk4* leads to pathological cardiomyocyte hypertrophy, while overexpression of *Clk4* confers resistance to phenylephrine-induced cardiomyocyte hypertrophy. Cardiac-specific *Clk4*-knockout mice manifest pathological myocardial hypertrophy with progressive left ventricular systolic dysfunction and heart dilation. Further investigation identifies nexilin (NEXN) as the direct substrate of CLK4, and overexpression of a phosphorylation-mimic mutant of NEXN is sufficient to reverse the hypertrophic growth of cardiomyocytes induced by *Clk4* knockdown. Importantly, restoring phosphorylation of NEXN ameliorates myocardial hypertrophy in mice with cardiac-specific *Clk4* deletion. We conclude that CLK4 regulates cardiac function through phosphorylation of NEXN, and its deficiency may lead to pathological cardiac hypertrophy. CLK4 is a potential intervention target for the prevention and treatment of heart failure.

## Abstract (web summary)

Phosphorylation catalyzed by kinases is a key event in signaling pathways involved in cardiomyocyte hypertrophy. Here the authors show that the kinase CLK4 ameliorates cardiac hypertrophy by phosphorylating NEXN.

## Introduction

In response to pathological stimuli, such as hypertension and valve defects, the heart undergoes hypertrophic growth characterized by an increase in cardiomyocyte size and re-expression of the fetal gene program^1,2^. While it is initially an adaptive response to maintain cardiac output, prolonged hypertrophic growth is associated with pathological cardiac hypertrophy^1^. Although previous mechanistic studies have identified a multitude of signaling pathways that are crucial to pathological cardiac hypertrophy, there have been no breakthroughs in the treatment of the disease.

CDC-like kinases (CLKs) are an evolutionarily conserved family of dual-specificity CMGC kinases that can autophosphorylate at tyrosine residues and phosphorylate their substrates exclusively on serine/threonine residues^3,4^. The CLK family consists of four members: CLK1, CLK2, CLK3, and CLK4. Functionally, CLKs act as putative high-level regulators of alternative splicing through phosphorylation of serine/arginine-rich domains on splicing factors (SR proteins), thus exerting regulatory effects in a plethora of biological processes, such as oncogenesis, cancer cell migration, and invasion, and virus replication^5–7^. Moreover, CLKs also play roles in processes other than RNA splicing. For instance, in response to feeding and a high-fat diet, CLK2 directly phosphorylates peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α) at the SR domain to repress its activity on target genes, through which it controls hepatic gluconeogenesis^8^. Another report has shown that CLKs 1, 2, and 4 are midbody localized, and by directly phosphorylating and activating Aurora B kinase, they play a regulatory role in the Aurora B-dependent abscission checkpoint^9^. Despite the rapid accumulation of knowledge about CLKs, the roles of this family in cardiac physiology and pathology remain to be further explored.

Here, we investigated the functions of CLKs in the heart. Genetic inhibition of *Clk4*, but not *Clk1-3*, stimulated cardiomyocyte hypertrophy. CLK4 was downregulated in failed myocardia, and cardiac-specific *Clk4* deletion (*Clk4*-cKO) in mice caused cardiac hypertrophy and dysfunction. Mechanistically, we identified nexilin (NEXN) as the direct target of CLK4 and the reduction of phosphorylated NEXN mediated the development of pathological myocardial hypertrophy and heart failure in *Clk4*-cKO mice. Together, these results uncover the regulatory role of CLK4 in pathological cardiac hypertrophy and elucidate the underlying mechanisms.

## Results

### CLK4 deficiency was related to pathological cardiomyocyte hypertrophy

To investigate the roles of CLKs in cardiomyocytes, we performed a small interfering RNA (siRNA) screen in cultured neonatal rat ventricular myocytes (NRVMs). Quantitative RT-PCR (qPCR) revealed that knockdown of *Clk4* instead of *Clk1-3* induced significant upregulation of natriuretic peptide A (*Nppa*) and natriuretic peptide B (*Nppb*) (Fig. 1a and Supplementary Fig. 2), both of which are well-established markers for pathological cardiomyocyte hypertrophy. Immunofluorescence staining of cTnT further confirmed the hypertrophic growth of cardiomyocytes stimulated by *Clk4* knockdown (Fig. 1b, c). In addition, CLK4 protein levels were significantly reduced in the failed hearts of mice subjected to either transverse aortic constriction or isoproterenol (ISO) infusion (Fig. 1d, e). Importantly, the aforementioned hypertrophic phenotype due to *Clk4* deficiency was also observed in human-induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) (Supplementary Fig. 3). Taken together, these findings indicate that CLK4 deficiency is associated with pathological cardiomyocyte hypertrophy.

**Fig. 1:**
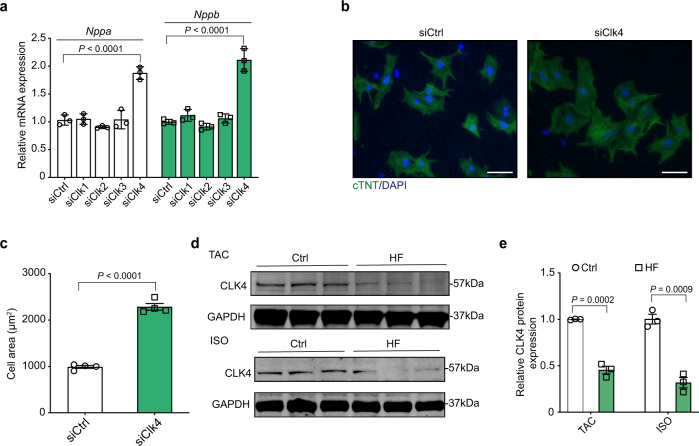
CLK4 regulates cardiomyocyte hypertrophy, and its expression decreases with disease. **a** qPCR detection of the expression of *Nppa* and *Nppb* in NRVMs transfected with control or *Clk1-4* siRNAs. **b**, **c** Representative image of NRVMs treated with control or *Clk4* siRNA for 48 h with cell area quantification. Scale bar: 50 μm. **d** Western blot analysis of CLK4 protein expression in failed mouse hearts subjected to either transverse aortic constriction (upper) or ISO infusion (lower) and in corresponding control mouse hearts. GAPDH served as loading control. **e** Quantification of the western blots in **d**. Ctrl control, NRVMs neonatal rat ventricular myocytes, HF heart failure, TAC transverse aortic constriction, ISO isoproterenol. **a** *n* = 3 biologically independent samples per group; **c**, *n* = 4 biologically independent samples per group; **e**, *n* = 3 animals per group. **a** statistical analysis was performed using one-way ANOVA and Dunnett multiple comparisons test; for **c** and **e**, statistical analyses were performed using upaired, two-tailed Student’s *t* test. Data are presented as the means ± S.E.M.; *P* values are shown in each graph. Source data are provided as a Source Data file.

### *Clk4* knockout contributed to pathological myocardial hypertrophy and heart failure

To further investigate the function of CLK4 downregulation in cardiac pathophysiology, we generated a conditional *Clk4* loss-of-function mouse model wherein exons 3–10 of *Clk4* were flanked by loxP sites (*Clk4*^*fl/fl*^). *Clk4*^*fl/fl*^ mice were then crossbred with tamoxifen-inducible Cre-expressing mice under the control of the α-MHC promoter (*α-MHC-MerCreMer*; MCM) to allow cardiomyocyte-specific deletion (Fig. 2a). Mice were born in accordance with Mendel’s law (Supplementary Table 4) and grew normally. Upon Tamoxifen administration to 6-week-old mice, we confirmed an ~70% loss of *Clk4* mRNA and 80% loss of CLK4 protein in *Clk4*^*fl/fl*^ × *MCM* (hereafter referred to as *Clk4*-cKO) mice compared with MCM or *Clk4*^*fl/fl*^ littermates (Fig. 2b, c). Considering the potential impact of Cre expression, we chose MCM littermates as control mice in this study.

**Fig. 2:**
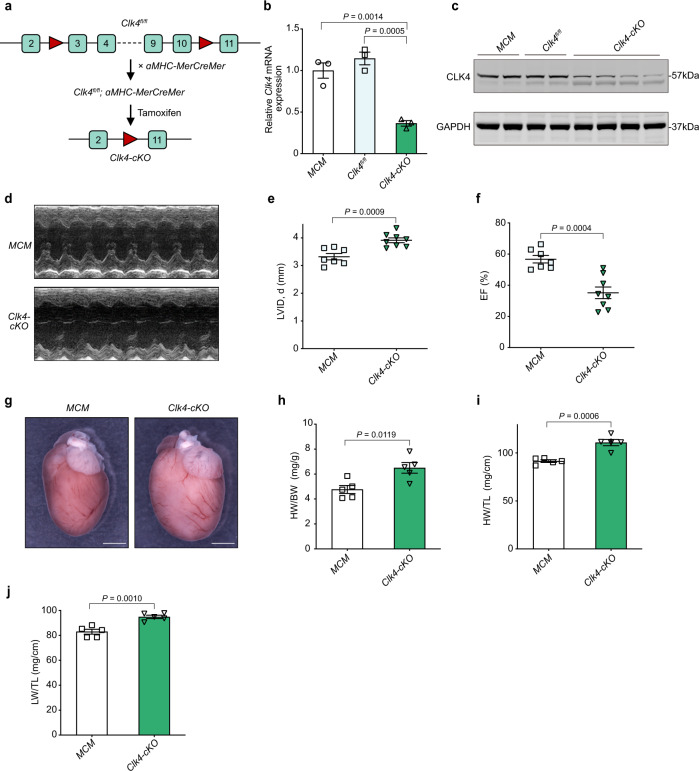
Cardiac-specific *Clk4* knockout (*Clk4*-cKO) leads to cardiac hypertrophy and dysfunction. **a** Schematic diagram of the gene targeting strategy. *Clk4* exons 3–10 are flanked by two loxP sites. *Clk4*^*fl/fl*^ mice were crossed with cardiomyocyte-restricted tamoxifen-inducible transgenic mice (αMHC-MerCreMer, MCM) to generate *Clk4*^*fl/fl*^ × MCM mice. Then, tamoxifen was injected intraperitoneally to induce cardiomyocyte-specific deletion in the adult heart (*Clk4*-cKO). **b** qPCR detection of the expression of *Clk4* mRNA in *Clk4*-cKO and MCM littermate control hearts. Normalized to *Gapdh* expression. *n* = 3 animals. **c** Western blot analysis of CLK4 expression in *Clk4*-cKO hearts. **d** Representative short-axis M-mode images of MCM control and *Clk4*-cKO left ventricles 3 weeks post tamoxifen initiation. **e**, **f** Summary data for the LV internal diameter, diastole (LVID, d) and LV ejection fraction (EF). *n* = 7 animals for MCM and *n* = 8 animals for *Clk4*-cKO. **g** Gross heart images of *Clk4*-cKO and MCM control mice. Scale bar: 2.5 mm. **h** Heart weight-to-body weight ratios (HW/BW). *n* = 5 animals per group. **i** Heart weight-to-tibial length ratios (HW/TL). *n* = 5 animals per group. **j** Lung weight-to-tibial length ratio (LW/TL). *n* = 5 animals per group. For **b**, statistical analysis was performed using one-way ANOVA and Dunnett multiple comparisons test; for **e**, **f**, **h**, **i**, and **j**, statistical analyses were performed using unpaired, two-tailed Student’s *t* test. Data are presented as the means ± S.E.M.; *P* values are shown in each graph. Source data are provided as a Source Data file.

Unexpectedly, echocardiography revealed rapidly developed heart failure in *Clk4*-cKO mice, as evidenced by a significant increase in the left ventricular internal diameter, diastole (LVID, d), and a significant decrease in the left ventricular ejection fraction (EF) compared to those of MCM littermate controls (Fig. 2d–f, Supplementary Fig. 4 and Supplementary Table 5). Similarly, heart weight-to-body weight ratio, as well as heart weight to-tibial length ratio, were significantly greater in *Clk4*-cKO mice (Fig. 2g–i), and the lung weight-to-body weight ratio, an indirect indicator of heart failure, were also increased notably in *Clk4*-cKO mice (Fig. 2j). In addition, microstructural examinations, including hematoxylin-eosin (H&E) staining, Masson’s trichrome staining, and wheat germ agglutinin (WGA) staining, all revealed pathological myocardial hypertrophy in *Clk4*-cKO mice, as evidenced by enlarged left ventricles (Fig. 3a–c), increased myocyte size by cardiomyocyte cross-sectional area (CSA), without a significant change in the myocyte length (Fig. 3d–g) and elevated amounts of interstitial fibrosis (Fig. 3h, i). Moreover, ultrastructural evaluation of the *Clk4*-cKO myocardium showed disturbed sarcomere integrity with rupture of myofilaments and blurred Z-disks as well as mitochondrial abnormalities, including fragmentation and disorganization (Fig. 3j). Also, the cardiac hypertrophy in *Clk4*-cKO mice was indicated by dramatic increases in the expression of fetal cardiac genes such as *Nppa*, *Nppb*, and myosin heavy chain 7 (*Myh7*) (Fig. 3k). These data show that cardiac-specific deletion of *Clk4* leads to pathological myocardial hypertrophy and heart failure, demonstrating the direct contribution of CLK4 downregulation in heart pathophysiology.

**Fig. 3:**
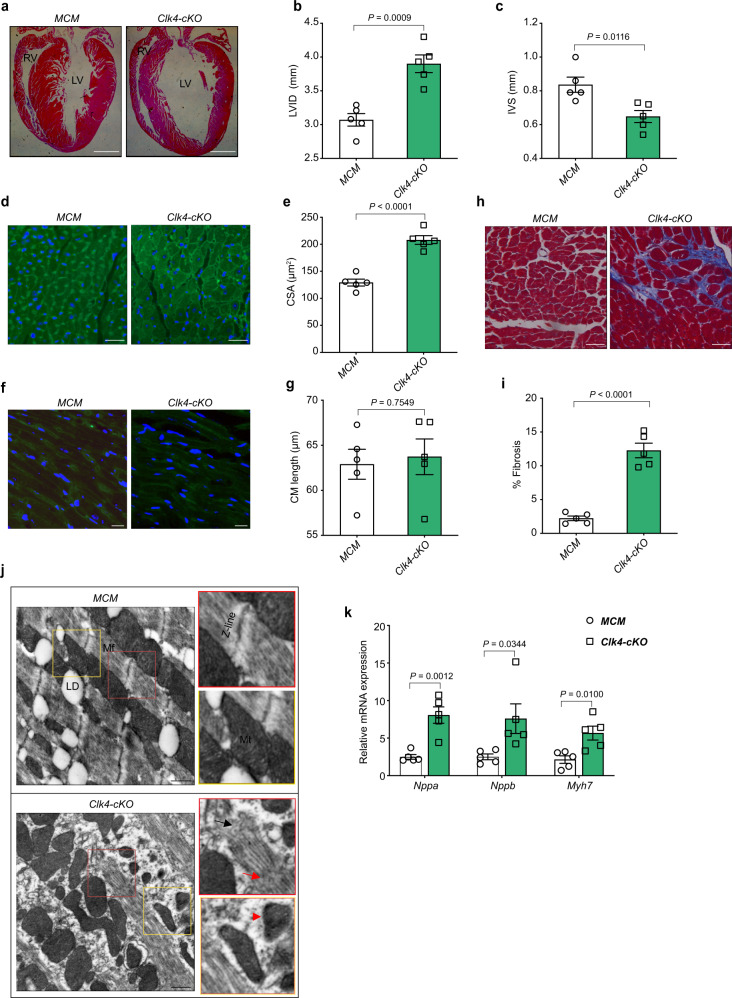
Histological and molecular characterization of *Clk4*-cKO mice. **a** H&E-stained heart sections from MCM control and *Clk4*-cKO hearts. Scale bar: 1 mm. **b**, **c** Summary data for LV internal diameter (LVID) and interventricular septum (IVS) thickness. **d**, **e** WGA staining and quantification of cardiomyocyte cross-sectional area. Scale bar: 50 μm. **f**, **g** WGA staining, and quantification of cardiomyocyte length. Scale bar: 25 μm. **h**, **i** Masson’s trichrome staining of heart sections and quantification of myocardial fibrosis. Scale bar: 50 μm. **j** Transmission electron micrographs comparing control and *Clk4*-cKO hearts. Mt mitochondrion, Mf myofibril, LD lipid droplet, red asterisk, mitochondria; red arrow, blurred and widened Z-disks; black arrow, ruptured myofibril. Scale bars: 500 nm. **k** qPCR analysis of cardiac hypertrophic genes, including *Nppa*, *Nppb* and *Myh7*. For **b**, **c**, **e**, **g**, **i** and **k**, *n* = 5 animals per group. All statistical analyses were performed using unpaired, two-tailed Student’s *t* test. Data are presented as the means ± S.E.M.; *P* values are shown in each graph. Source data are provided as a Source Data file.

### CLK4 deficiency altered the myocardial phosphoproteome in mice

To explore the mechanism by which *Clk4* deficiency led to pathological myocardial hypertrophy and heart failure, we performed a phosphoproteomic assay to screen differentially expressed phosphopeptides/phosphoproteins. A total of 4050 phosphopeptides were included, among which 3361 phosphopeptides in 1326 phosphoproteins were quantifiable (Supplementary Data 1). Using the criteria of a 1.2-fold change and a *P* value < 0.05, a total of 366 significantly differentially expressed phosphopeptides were identified and analyzed, consisting of 190 increased and 176 decreased phosphopeptides (Fig. 4a, Supplementary Fig. 5 and Supplementary Data 1). Heatmaps of the hierarchically clustered upregulated or downregulated phosphoproteomes illustrated the posttranslational modifications induced by *Clk4* deficiency (Fig. 4b). Moreover, Gene Ontology (GO) analysis of the corresponding proteins of these phosphosites indicated that CLK4 was related to the genesis, organization, assembly, and contraction of sarcomeres (Supplementary Fig. 6a). We then performed KEGG pathway analysis and found that the most significantly enriched pathways were the dilated cardiomyopathy pathway; the arrhythmogenic right ventricular cardiomyopathy pathway; the hypertrophic cardiomyopathy pathway; and pathological myocardial hypertrophy-related pathways, such as the notch signaling pathway, adrenergic signaling in cardiomyocytes and the calcium signaling pathway (Supplementary Fig. 6b). Thus, this analysis revealed the phosphoproteome alterations attributable to *Clk4* deficiency, aiding in the discovery of key downstream targets of CLK4.

**Fig. 4:**
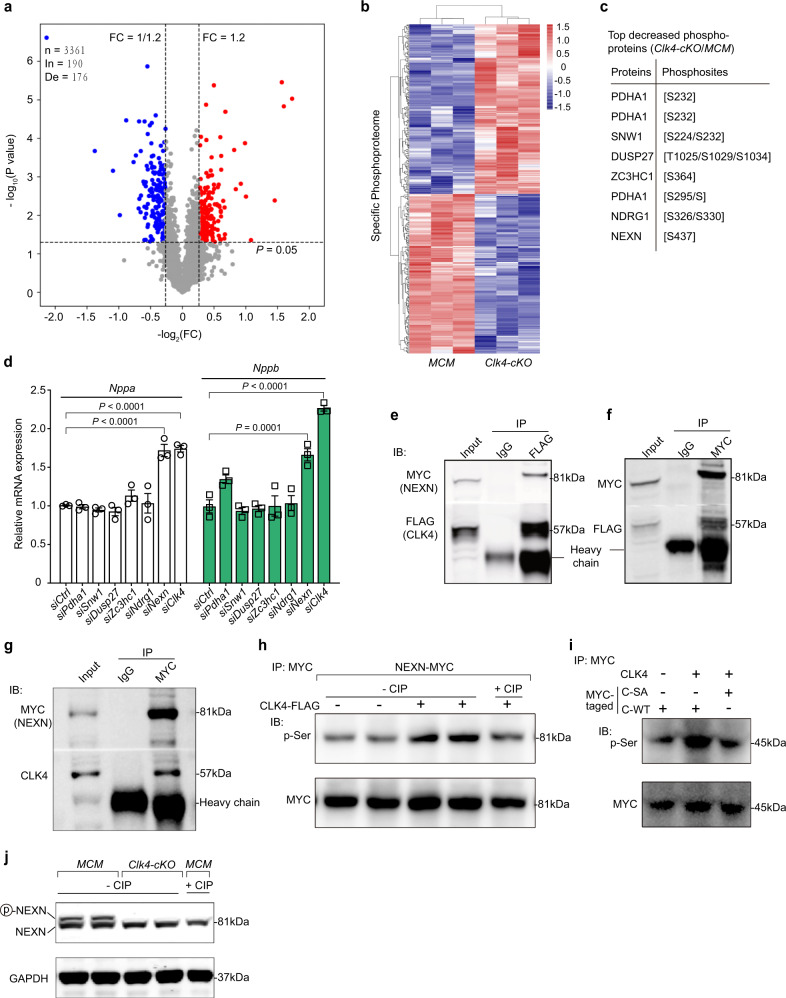
Phosphoproteomic screening of *Clk4*-cKO hearts identifies NEXN as a potential target. **a** Volcano plots showing changes in phosphopeptides in *Clk4*-cKO mice compared with MCM mice, as identified using mass spectrometry (MS). The red dots are peptides with fold-changes (*Clk4*-cKO/MCM ratios) > 1.2 (*P* < 0.05, *t* test), and the blue dots are those with fold-changes < 1/1.2 (*P* < 0.05, *t* test). In, increase; De, decrease. **b** Hierarchical clustering analysis of the specified phosphoproteome. A total of 366 phosphoforms met the aforementioned two criteria. **c** A table showing the top downregulated phosphopeptides and corresponding phosphoproteins obtained from differential gene expression analysis in *Clk4*-cKO hearts. **d** qPCR analysis of cardiac hypertrophic-related genes, including *Nppa* and *Nppb*, in NRVMs transfected with siRNAs targeting *Pdha1*, *Snw1*,*Dusp27*, *Zc3hc1*, *Ndrg1,* and *Nexn*; here, *Clk4* siRNA was used as a positive control. **e**–**g** Coimmunoprecipitation of CLK4 with NEXN in NRVMs transfected with CLK4-flag and NEXN-myc (**e**, **f**), and in vivo myocardium infected with AAV NEXN-WT (**g**). The input represents 6% of the whole-cell lysate used for each immunoprecipitation. IgG was used as a negative control. **h** Representative western blots showing that CLK4 increased the serine phosphorylation level of NEXN in NRVMs. Samples incubated with calf intestinal phosphatase (CIP) served as a negative control. **i** Typical western blots illustrating that CLK4 phosphorylated the wild-type NEXN fragment (amino acids 295–671) but not the mutant type (S437A) in a cell-free system. **j** Western blot detection of the phosphorylated NEXN in *Clk4*-cKO mouse myocardia using a Phos-tagged acrylamide gel. For **a**, **b**, *n* = 3 animals per group; for **d**, *n* = 3 biologically independent samples per group. For **a**, statistical analysis was performed using unpaired, two-tailed Student’s *t* test; for **d**, statistical analysis was performed using one-way ANOVA and Dunnett multiple comparisons test. Data are presented as the means ± S.E.M.; *P* values are shown in the graph. Source data are provided as a Source Data file.

### CLK4 phosphorylated NEXN at serine 437 to regulate pathological myocardial hypertrophy

To identify potential CLK4 substrates in these quantitative phosphoproteomic data, we used the data filtration parameters of a fold change less than or equal to 60% and a *p* value < 0.01 (*t* test) for further analysis. These analyses uncovered 7 phosphosites on 6 phosphoproteins with reduced phosphorylation levels in *Clk4*-cKO mice, including NEXN, PDHA1, SNW1, DUSP27, ZC3HC1, and NDRG1 (Fig. 4c). Phosphorylation of a protein can modulate its biological activity, subcellular localization, stability and interaction with other proteins^10,11^. We hypothesized that the depressed phosphorylation of these phosphoproteins was associated with the downregulation of their functions. To test this hypothesis, we used specific siRNAs targeting these phosphoproteins to simulate their functional loss due to the reduction of phosphorylated proteins in NRVMs. The siRNA screen showed that only si*Nexn* could mimic the si*Clk4*-induced hypertrophic response in cardiomyocytes, as evidenced by the comparable upregulation of *Nppa* and *Nppb* (Fig. 4d and Supplementary Fig. 2).

NEXN, an F-actin–binding protein that was first characterized in 1998, has been recently identified as a Z-disc protein that is highly abundant in cardiac muscle^12,13^. Multiple mutations in NEXN have been associated with cardiomyopathies^13,14^, highlighting the importance of this protein for cardiac function. However, it is unknown whether NEXN is regulated by phosphorylation and, if so, whether CLK4 is its protein kinase. We, therefore, performed coimmunoprecipitation and revealed that CLK4 and NEXN formed a protein complex (Fig. 4e–g). Moreover, wild-type CLK4 overexpression specifically elevated the serine phosphorylated NEXN (Fig. 4h). To obtain evidence regarding whether CLK4 directly phosphorylates NEXN, we cloned a wild-type fragment of *Nexn* containing potential phosphorylation residues (amino acids 295–671) and an S437A mutant, which were expressed in *E.Coli* and the proteins were affinity-purified for in vitro kinase assay. The results showed that CLK4 phosphorylated the wild-type but not the mutated (S437A) NEXN fragment (Fig. 4i). Interestingly, the phosphorylation site was evolutionarily conserved across species (Supplementary Fig. 7a). We next set to evaluate whether the loss-of CLK4 affected the expression of NEXN by analyzing the mRNA and protein levels of NEXN in the *Clk4*-cKO mouse myocardium. Notably, *Clk4* deficiency did not alter either the mRNA or protein expression of NEXN (Supplementary Fig. 7b, c). However, by using Phos-tag acrylamide gels, we confirmed that the phosphorylated NEXN was reduced in *Clk4*-cKO mouse myocardium (Fig. 4j). Thus, NEXN is a substrate of CLK4, highlighting the potential regulatory role of NEXN in the CLK4-modulated hypertrophic response.

### Restoring NEXN phosphorylation rescued pathological myocardial hypertrophy

To further understand the effect of NEXN on CLK4-regulated myocyte hypertrophy, first, we decided to use an in vitro cardiomyocyte model. On the one hand, cardiomyocytes overexpressing *Clk4* were resistant to phenylephrine (PE)-induced hypertrophy, which was rescued by simultaneous knockdown of *Nexn*. On the other hand, overexpression of a phosphorylation-mimic mutant of NEXN (S437E) but not wild-type NEXN or a phosphorylation-null mutant of NEXN (S437A) inhibited *Clk4* knockdown-induced cardiac hypertrophy (Fig. 5a, b). Likewise, cell size measurements also emphasized the critical role of CLK4-NEXN axis in myocyte hypertrophy regulation (Supplementary Fig. 8). We then sought to analyze the effect of exogenously expressing a phosphorylation-mimic mutant of NEXN (S437E) in *Clk4*-cKO mice. Mice have intravenously injected AAV9 encoding either NEXN-WT (AAV-WT) or mutant NEXNs (AAV-S437E, AAV-S437A), leading to robust overexpression of NEXN in the heart (Fig. 5c, d). As expected, only AAV-S437E reversed the pathological phenotype in *Clk4*-cKO mice, as shown by the reduced LVID, d values, and improved EF values in the AAV-S437E-treated mice compared with mice receiving the AAV-WT or AAV-GFP (Fig. 5e, f and Supplementary Table 6). Morphological improvements were indicated by lower heart weight-to-body weight ratio as well as heart weight-to-tibial length ratio in AAV-S437E-treated *Clk4*-cKO mice (Fig. 5g–i). Further microstructural examinations, including H&E staining, WGA staining, and Masson’s trichrome staining, revealed decreased cardiomyocyte size and attenuated fibrosis in AAV-S437E-treated *Clk4*-cKO mice (Fig. 6a–i). Similarly, upregulation of *Nppa* and *Nppb* due to knockout of *Clk4* was reversed via supplementation with AAV-S437E instead of AAV-WT or the AAV control (Supplementary Fig. 9). Thus, the mechanism by which cardiomyocyte-specific loss-of *Clk4* leads to cardiac hypertrophy and heart failure might involve a decrease in NEXN phosphorylation.

**Fig. 5:**
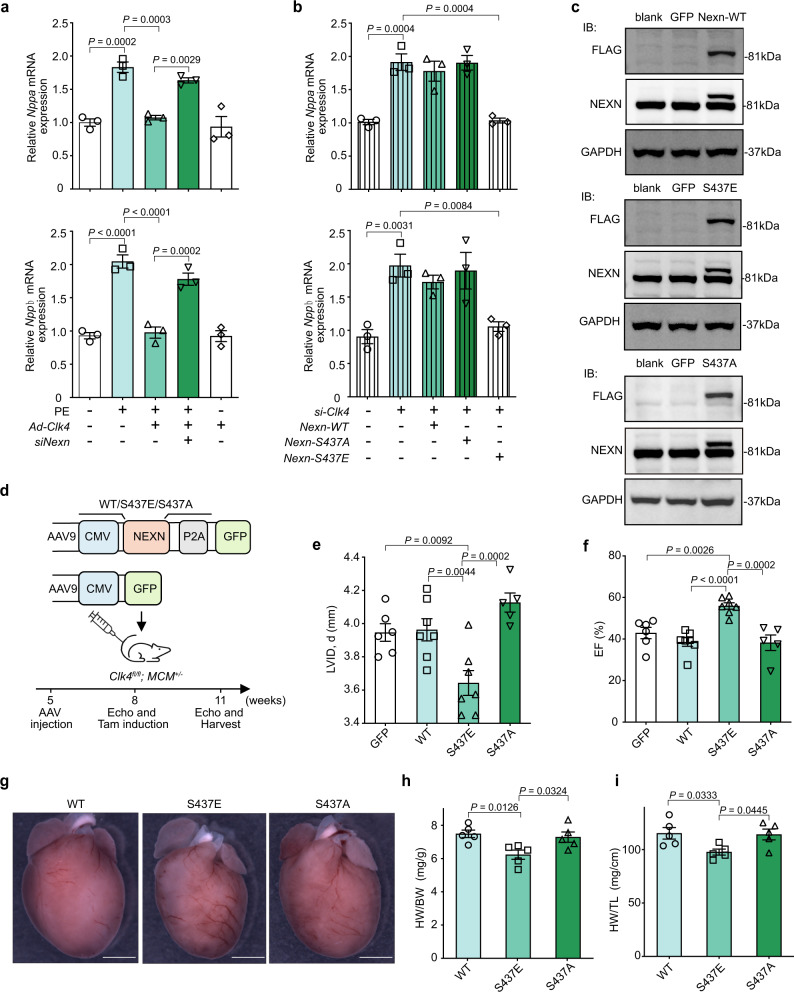
Restoring NEXN phosphorylation corrects the pathological phenotype caused by *Clk4* deficiency in vitro and in vivo. **a** qPCR detection of *Nppa* (upper panel) and *Nppb* (lower panel) in NRVMs challenged with PE alone, Ad-*Clk4* alone, PE + Ad-*Clk4,* or PE + Ad-*Clk4* + *Nexn* siRNA. *n* = 3 biologically independent samples per group. **b** qPCR analysis of *Nppa* (upper panel) and *Nppb* (lower panel) expression in NRVMs transfected with *Clk4* siRNA alone or in combination with *Nexn*-WT, *Nexn*-S437A, or *Nexn*-S437E. WT, wild-type. *n* = 3 biologically independent samples per group. **c** Representative western blots of exogenously expressed and total NEXN, as detected by Flag tag antibody and NEXN antibody respectively, in AAV NEXN-WT (AAV-WT)-, NEXN-S437E (AAV-S437E)- and NEXN-S437A (AAV-S437A)-infected hearts, AAV-GFP and wild-type mice were used as controls. **d** Upper panel, Schematic diagram of the AAV9 vector. Lower panel, protocol for AAV9 administration to *Clk4*-cKO mice. **e**, **f** Summary of echocardiographic data for the LV internal diameter, diastole (LVID, **d**) and LV ejection fraction (EF). *n* = 6 animals for GFP, *n* = 7 animals for WT, *n* = 7 animals for S437E and *n* = 5 animals for S437A. **g** Gross heart images of *Clk4*-cKO mice treated with AAV-WT, AAV-S437E, or AAV-S437A. Scale bar: 2.5 mm. **h** Heart weight-to-body weight ratios (HW/BW). *n* = 5 animals per group. **i** Heart weight-to-tibial length ratios (HW/TL). Data are presented as the means ± S.E.M. *n* = 5 animals per group. For **a**, **b**, **e**, **f**, **h**, and **i**, statistical analyses were performed using one-way ANOVA and Dunnett multiple comparisons test. Data are presented as the means ± S.E.M.; *P* values are shown in each graph. Source data are provided as a Source Data file.

**Fig. 6:**
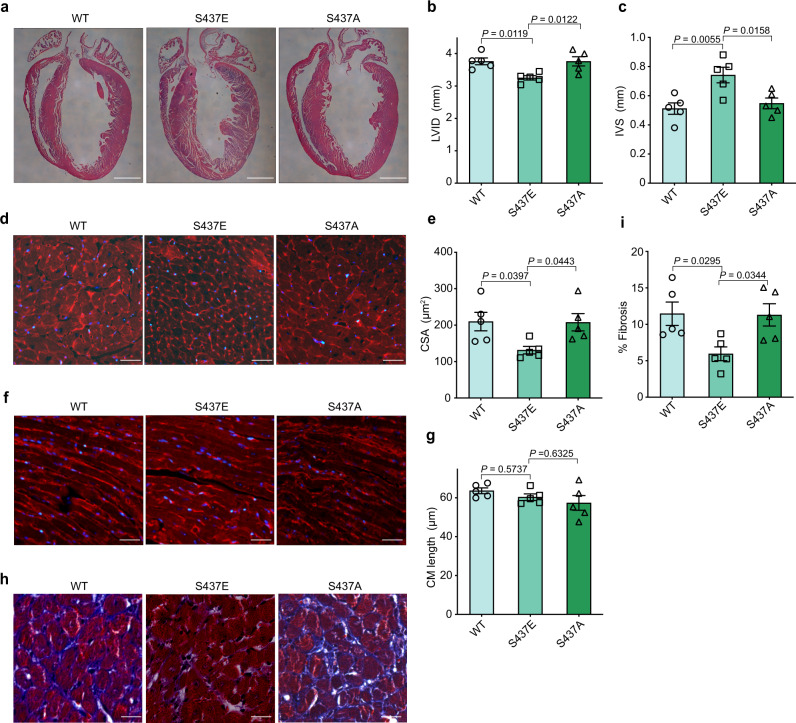
Histological characterization of *Clk4*-cKO hearts with NEXN phosphorylation supplementation. **a** H&E-stained heart sections from AAV-WT, AAV-S437E, and AAV-S437A hearts. Scale bar: 1 mm. **b**, **c** Summary data for LV internal diameter (LVID) and interventricular septum (IVS) thickness. **d**, **e** WGA staining, and quantification of the cardiomyocyte cross-sectional area. Scale bar: 50 μm. **f**, **g** WGA staining, and quantification of the cardiomyocyte length. Scale bar: 25 μm. **h**, **i** Masson’s trichrome staining of heart sections and quantification of myocardial fibrosis. Scale bar: 50 μm. For all panels, *n* = 5 animal per group. All statistical analyses were performed using one-way ANOVA and Dunnett multiple comparisons test. Data are presented as the means ± S.E.M.; *P* values are shown in each graph. Source data are provided as a Source Data file.

To investigate how sustained NEXN phosphorylation ameliorated the pathological phenotype in *Clk4*-cKO mice. 

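RNA from the hearts of 3 *Clk4*-cKO mice given AAV NEXN-S437E and of 3 given AAV NEXN-WT was labelled with Cy3 and hybridised in a single colour, each sample to its own array on 1 slide. NEXN-S437E carries a glutamate in place of a serine and mimics the phosphorylated protein. In *Clk4*-cKO mice the kinase gene *Clk4* is deleted in cardiomyocytes by MerCreMer, a Cre recombinase fused to modified ligand-binding domains of the estrogen receptor and driven by the α-MHC promoter. Each array holds 62976 spots, of which 59305 are not controls and carry 56605 different probes. The annotation deposited with the arrays gives a gene symbol to 46358 of these probes. The authors deposited the spot intensities of each array as Agilent's Feature Extraction software wrote them, with the background subtracted and no normalization between arrays. They also deposited a table of normalized log2 values whose 6 columns hold identical sorted values, as quantile normalization leaves them. The 75th percentile of the signal was 273, 175 and 154 on the NEXN-WT arrays and 110, 160 and 142 on the NEXN-S437E arrays. Between 41.9% and 47.8% of the spots of an array lay well above background.

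The 75th percentile of its own log2 signals was subtracted from each array, control spots and spots marked as outliers were left out, and the spots of a probe were averaged. Probes that lay well above background on all 3 arrays of at least 1 group were kept, which left 22998 probes of 13747 genes, and these were compared between the groups with limma. The median SD of a probe within its group was 0.24 on the log2 scale for NEXN-WT and 0.16 for NEXN-S437E, and the 3 arrays per group limit the precision of every difference. The percentile matters to the sign of small differences. The median log2 fold change of all tested probes was 0.09, and taking the percentile over detected probes only shifted it by −0.11. For a probe that was not well above background on any array of a group, the difference is given as a lower bound. It sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the probe's own value and the lowest value of any probe well above background.

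The targeted genes were read in every array first. The *Clk4* probe A_52_P445387, on chromosome 11 of mm9 from 51094929 to 51094988, had values of 1.48, 1.12 and 1.30 in the NEXN-WT hearts and of 1.49, 1.18 and 1.63 in the NEXN-S437E hearts, on the log2 scale relative to the percentile. Its log2 fold change was 0.13 (standard error 0.18, adjusted p = 0.706 from limma with Benjamini-Hochberg adjustment), within the spread of the replicates. Another *Clk4* probe, A_52_P128262, was well above background on 1 NEXN-WT array and 2 NEXN-S437E arrays. It was higher by 0.45 on the log2 scale with NEXN-S437E, without overlap between the groups. A_52_P368396, well above background on 1 array of each group, was higher by 0.60, with overlap. Neither of these dim probes passed the filter, so they were not tested. The probes were not placed in exons, so none of them is assigned to the deleted part of the gene, and hearts with an intact *Clk4* gene were not analysed here. The *Nexn* probe A_52_P367520, on chromosome 3 from 151900010 to 151900069, had a mean of 3.48 ± 0.31 (SD, n = 3) with NEXN-WT and of 3.50 ± 0.36 (SD, n = 3) with NEXN-S437E. Its log2 fold change was 0.02 (standard error 0.23), which turned to −0.10 under quantile normalization, and that of the *Nexn* probe A_55_P2745249 was 0.14 (standard error 0.20). The *Nexn* probes were not placed inside or outside the sequence that the AAV carries, so they do not show equal AAV expression. The *Esr1* probe A_55_P2030883, on chromosome 10 from 5489352 to 5489411, has the sequence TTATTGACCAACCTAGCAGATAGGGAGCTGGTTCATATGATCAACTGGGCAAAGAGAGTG. Its first frame reads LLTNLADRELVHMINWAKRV, a stretch of the ligand-binding domain of the estrogen receptor. Its values were 3.13, 5.82 and 5.21 in the NEXN-WT hearts, and it was not well above background on any NEXN-S437E array, with −5.30, −5.63 and −5.41. The signal was at least 255-fold lower with NEXN-S437E (adjusted p = 0.00114 from limma). With 3 arrays against 3, an exact two-sided permutation test cannot go below the p of 0.1 that this probe reached. MerCreMer carries this domain, so whether the NEXN-S437E hearts carried or expressed MerCreMer stays open. If they did not, differences between the groups need not come from NEXN-S437E alone. The *Esr1* probe A_52_P237077 was at least 1.55-fold lower with NEXN-S437E, with overlap between the groups, and A_65_P17231, which was well above background on 3 NEXN-WT arrays and 2 NEXN-S437E arrays, had a log2 fold change of −0.58 (standard error 0.31, adjusted p = 0.358 from limma).

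**Figure D1:**
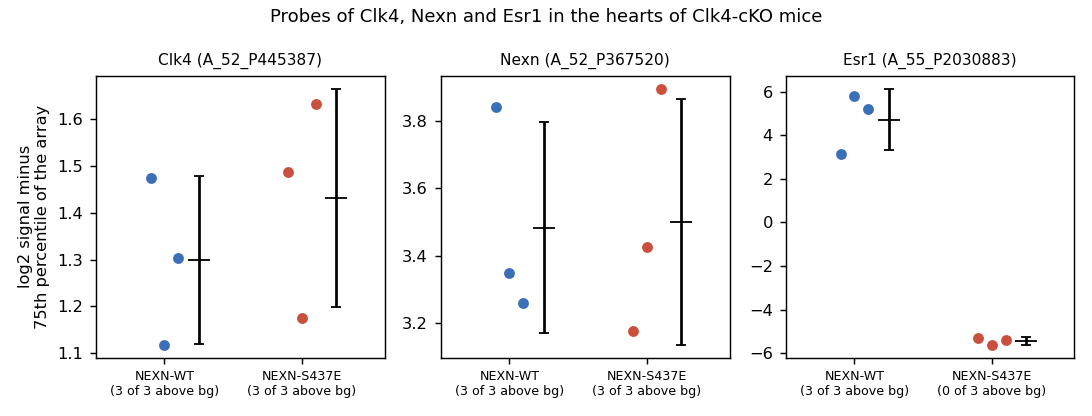
Log2 signal, relative to the 75th percentile of the array, of 1 probe each of *Clk4*, *Nexn* and *Esr1* on the 3 NEXN-WT arrays (blue) and the 3 NEXN-S437E arrays (red), with its own axis for each probe. Black lines give the mean and SD, and the labels give how many arrays lay well above background: *Clk4* and *Nexn* overlap between the groups, and *Esr1* was above background on all 3 NEXN-WT arrays only.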

We performed microarray analysis in the *Clk4*-cKO myocardium treated with AAV NEXN-S437E, wherein AAV NEXN-WT served as a control. As demonstrated in Supplementary Fig. 10 and Supplementary Data 2, using the criteria of a 2-fold change and a *P* value < 0.05, a total of 430 significantly differentially expressed mRNAs consisting of 96 increased and 334 decreased mRNAs were identified and analyzed. 

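At a fold change of at least 2 and an unadjusted p under 0.05 from limma, 579 probes of 472 genes differed, 169 higher and 410 lower with NEXN-S437E. Of these 579 probes, 556 had no overlap between the groups. Among all tested probes, 27.9% had no overlap, where chance gives 10% for 3 arrays against 3. The methods' t-test, unpaired, called 115 probes higher and 297 lower on the same values. After Benjamini-Hochberg adjustment over the 22998 tested probes, 37 remained below 0.05 in limma, 7 higher and 30 lower, against 3965 at an unadjusted p under 0.05. The methods' t-test left none (0) after adjustment, with a smallest adjusted p of 0.198, against 3141 at an unadjusted p under 0.05. The share of higher probes among the calls was 29.2%. It was 18.6% with the percentile taken over detected probes (113 higher, 496 lower) and 13.9% with normexp background correction (25 higher, 155 lower). The filter on dim probes moved the count of higher probes most: without it, 1645 were higher and 624 lower. Probes at background tend to read higher with NEXN-S437E on this scale. Of 28987 probes well above background on no array, 35.2% were higher in every NEXN-S437E array, where chance gives 5%. Their median log2 fold change was 0.40. Estimated array weights moved the count after adjustment most, to 3820.

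The probes given next lay well above background on all 6 arrays without overlap between the groups, and were taken by the size of the change among those past the adjusted p of 0.05 first, so larger changes past the unadjusted threshold alone are left out where 5 passed. Among those past the adjusted p, A_30_P01020518, a probe without a gene symbol, was higher by 1.48 on the log2 scale (standard error 0.19, adjusted p = 0.0336 from limma). The amylase gene *Amy1* rose by 1.23 (standard error 0.16) and *Rgs2*, a regulator of G protein signaling, by 1.14 (standard error 0.14). *Retnla* and *Egfbp2* completed the 5 from the probes past the 2-fold and unadjusted thresholds only. *Retnla* rose from 0.87 ± 1.36 to 3.66 ± 0.22 (SD, n = 3 each), a difference of 2.80 (standard error 0.58, adjusted p = 0.111 from limma). The log2 fold change of *Egfbp2* was 2.18 (standard error 0.62, adjusted p = 0.177 from limma), with an SD of 1.44 among the NEXN-WT hearts. On the lower side all 5 passed the adjusted threshold. *Cilp*, which encodes a matrix protein, went from 3.43 ± 1.00 to −0.37 ± 0.18 (SD, n = 3 each), a log2 fold change of −3.81 (standard error 0.43, adjusted p = 0.0221 from limma). A_55_P2060897, a probe without a gene symbol, had a log2 fold change of −3.12 (standard error 0.22, adjusted p = 0.00230 from limma). The log2 fold changes of the lymphocyte genes *Nkg7*, *Ccl5* and *Cd3d* were −2.79, −2.73 and −2.49.

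**Figure D2:**
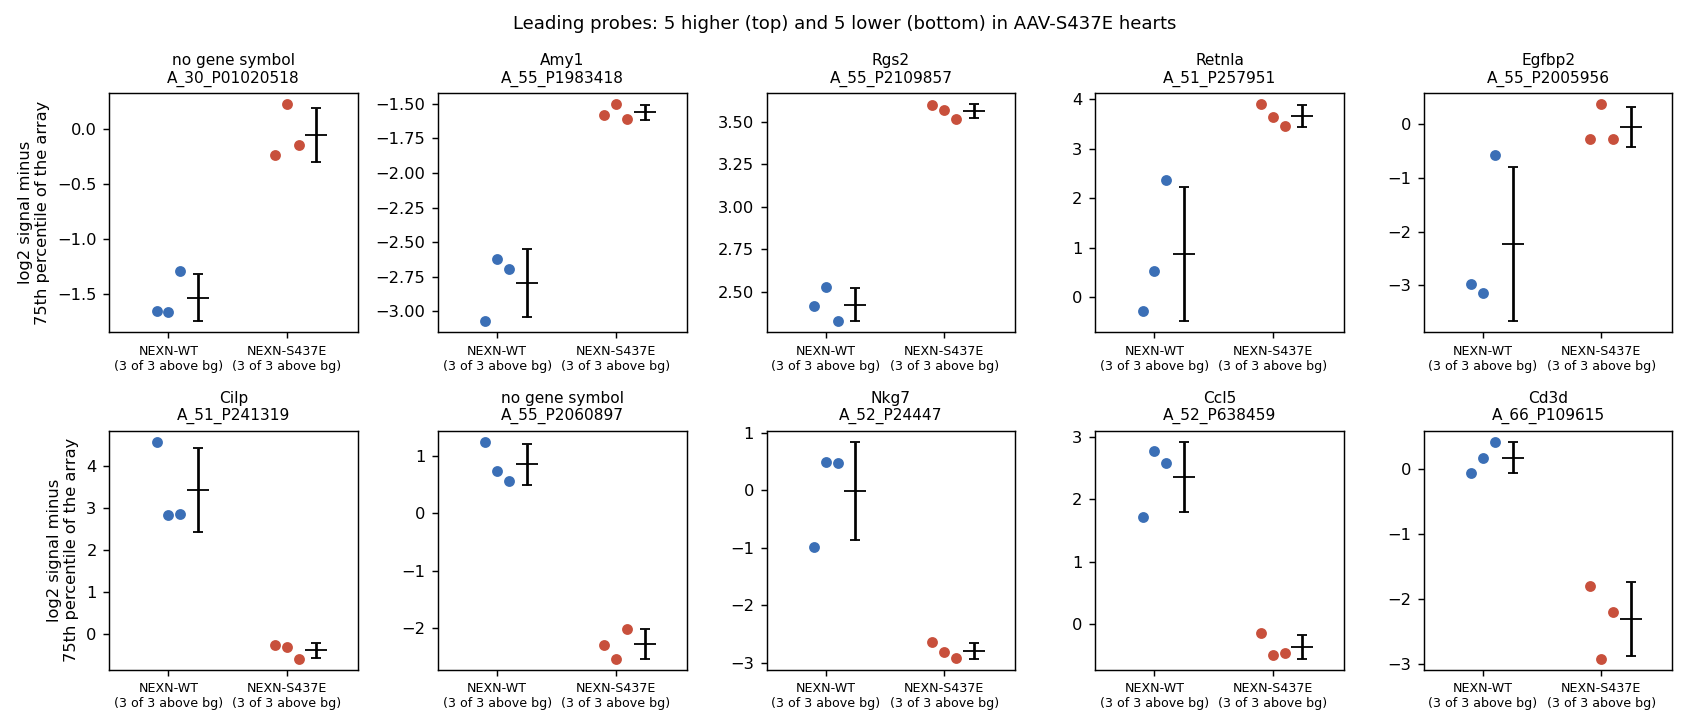
Log2 signal, relative to the 75th percentile of the array, of 5 probes with an increase (top) and 5 with a decrease (bottom), each with its own axis, on 3 NEXN-WT arrays (blue) and 3 NEXN-S437E arrays (red). Black lines give the mean and SD. The probes are those with the largest change among probes past the adjusted p of 0.05, well above background on all 6 arrays and without overlap between the groups, except *Retnla* and *Egfbp2*, which passed the 2-fold and unadjusted thresholds in place of the adjusted p. *Retnla* and *Egfbp2* have the widest spread among the NEXN-WT hearts, with SDs of 1.36 and 1.44.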

GO analysis indicated that supplementation of NEXN-S437E was related to calcium and integrin binding, and interstitial remodeling, which are essential processes affecting cardiac function and remodeling. Furthermore, KEGG pathway analysis revealed that the most significantly enriched pathways contain the dilated cardiomyopathy pathway; the hypertrophic cardiomyopathy pathway; and pathological myocardial hypertrophy-related pathways, such as AMPK signaling pathway, PI3k-Akt pathway, and the calcium signaling pathway. These results suggested that NEXN phosphorylation deficiency might underlie cardiac dysfunction in disease settings.

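The genes past the 2-fold and unadjusted p thresholds were set against the 12507 tested genes with a GO term in the deposited annotation, with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over 5559 terms. Calcium ion binding held 39 called genes among 364, 3.12 times the number expected (adjusted p = 1.17e-07, rank 12). Of these 39 genes, 29 were lower and 10 higher with NEXN-S437E. Integrin binding held 14 among 90, 4.52 times the expected number (adjusted p = 5.74e-04, rank 21), and all 14 were lower. Without the filter on dim probes its adjusted p was 0.212, within a range of 1.13e-05 to 1 over 21 alternatives. Extracellular matrix held 49 among 158, 9.02 times the expected number (adjusted p = 1.28e-30, rank 4), with 47 lower and 2 higher. Collagen fibril organization held 14 among 36, 11.3 times the expected number (adjusted p = 3.07e-09, rank 9), all 14 lower. With only the higher genes entered, none of these 4 terms passed, and calcium ion binding alone had an unadjusted p under 0.05.

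Within calcium ion binding the smallest p belonged to *Anxa8*, whose mean fell from 1.08 ± 0.10 to −0.69 ± 0.20 (SD, n = 3 each). Its log2 fold change was −1.78 (standard error 0.16, adjusted p = 0.00771 from limma). *Amy1* followed, and then *Fbln1*, *Sulf2* and *Myl1*, with log2 fold changes of −1.16, −1.03 and −1.22 and adjusted p values of 0.0538, 0.0608 and 0.0763 from limma. For integrin binding, *Fbln1* was joined by *Col3a1* (−1.34), *Adam8* (−1.25) and *Gpnmb* (−1.60), as log2 fold changes, and by *Mmp14*, which was not well above background on any NEXN-S437E array and was at least 2.25-fold lower. For extracellular matrix the leading genes were *Cilp*, *Nppa* (probe A_55_P2745418, log2 fold change −2.07, standard error 0.24), *Fbln1*, *Serpinf1* (−1.59) and *Ltbp2*. *Ltbp2* had the widest spread of these, from 4.59 ± 1.49 with NEXN-WT to 0.79 ± 0.14 with NEXN-S437E (SD, n = 3 each). For collagen fibril organization they were *Col3a1*, *Col1a1* (−1.82), *Col5a1* (−1.56), *Adamts2* (at least 2.68-fold lower) and *Sfrp2* (−2.98).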

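The 308 KEGG pathways with enough tested genes were examined with the same exact test, over 4940 genes with a pathway. The dilated cardiomyopathy pathway held 8 called genes among 71, 2.78 times the expected number, with an unadjusted p of 0.00746 and an adjusted p of 0.153 (rank 15). The hypertrophic cardiomyopathy pathway held 7 among 70, 2.47 times the expected number (unadjusted p = 0.0222, adjusted p = 0.307, rank 20). The AMPK signaling pathway held 6 among 106 (ratio 1.40, adjusted p = 0.920, rank 86), the PI3K-Akt pathway 15 among 261 (ratio 1.42, adjusted p = 0.665, rank 49) and the calcium signaling pathway 8 among 117 (ratio 1.69, adjusted p = 0.656, rank 46). The alternatives that brought any of the 5 below 0.05 were these. Dilated cardiomyopathy had an adjusted p of 0.0446 against all annotated genes, of 0.0140 without NEXN-WT replicate 2 and of 0.0176 without NEXN-S437E replicate 3. Hypertrophic cardiomyopathy had 0.0328 and 0.0500, just under the threshold, without the same 2 arrays in turn. The PI3K-Akt pathway had 0.0144 with normexp background correction and 0.0152 without NEXN-S437E replicate 3. Over all 21 alternatives the lowest adjusted p of these 3 pathways was 0.0140, 0.0328 and 0.0144, and the highest was 1 for each. The pathways that passed in the main analysis were protein digestion and absorption (adjusted p = 3.71e-06), ECM-receptor interaction (8.28e-06), cytokine-cytokine receptor interaction (6.39e-05), malaria (5.31e-04), primary immunodeficiency (0.0109), rheumatoid arthritis (0.0208) and chemokine signaling (0.0479).

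The leading genes of the 2 cardiomyopathy pathways were the same 5. *Itgb7* had a log2 fold change of −1.52 (standard error 0.22, adjusted p = 0.0599 from limma). *Myh7* went from 6.91 ± 0.82 to 4.58 ± 0.32 (SD, n = 3 each), a log2 fold change of −2.33 (standard error 0.38, adjusted p = 0.0815 from limma). *Tgfb3* and *Tgfb2* had log2 fold changes of −1.34 and −1.12, and a *Dmd* probe that was not well above background on any NEXN-WT array was at least 2.60-fold higher. For AMPK signaling, where 5 of the 6 called genes were higher, *Pfkfb1* (2.13), *Scd4* (1.85), *Fbp2* (1.20) and *Acacb* (1.13) rose, as log2 fold changes, and *Lepr* was at least 1.58-fold higher. All 15 called PI3K-Akt genes were lower, led by *Il2rb*, at least 2.02-fold lower (adjusted p = 0.0208 from limma), *Itgb7*, *Col1a1*, *Comp* (log2 fold change −4.11) and *Col6a3* (−1.41). For calcium signaling, *Mylk4* was well above background on 1 NEXN-WT array and all 3 NEXN-S437E arrays, with a log2 fold change of 2.39. *Adora2b* (1.19) and *Phkg1* (1.05) were higher and *Cysltr1* (−1.01) and *Adcy7* (−1.05) lower. None of *Mylk4*, *Adora2b*, *Phkg1*, *Cysltr1* and *Adcy7* passed the adjusted threshold.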

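The terms and pathways named for these arrays were also tested as whole sets, without a threshold on single genes, with camera at a preset correlation of 0.01 between genes. Of the 9 sets, 5 had an adjusted p under 0.05, all lower with NEXN-S437E: extracellular matrix (1.61e-16), collagen fibril organization (3.13e-14), integrin binding (1.53e-06), PI3K-Akt signaling (0.00780) and calcium ion binding (0.0119). None of the 9 passed with fry, where 3 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0873. None passed with the correlation estimated from the arrays either, where 0 had an unadjusted p under 0.05 and the smallest adjusted p was 0.135. By camera at the preset correlation 8 of the 9 sets ranked lower than other genes. These include dilated and hypertrophic cardiomyopathy, whose median log2 fold changes were 0.11 and 0.05 while their means were −0.04 and −0.07, and calcium signaling, whose median and mean were both 0.06. Of the 158 extracellular matrix genes 117 were lower, and of the 36 collagen fibril genes 34. Of the 364 calcium ion binding genes 191 were lower and 173 higher, with a median log2 fold change of −0.01. Of the 261 PI3K-Akt genes 134 were lower and 127 higher, with a median of −0.02. From the GO terms and pathways found among the changed transcripts, the paper proposes that a lack of NEXN phosphorylation might underlie cardiac dysfunction in disease.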

## Discussion

Herein, we reveal that CLK4 acts as a key regulator of pathological cardiac hypertrophy and that its direct substrate NEXN might have a critical role in the process. Four major findings from our in vitro and in vivo experimental models support this conclusion. First, downregulation of *Clk4* led to a hypertrophic phenotype in cardiomyocytes, and overexpression of *Clk4* inhibited phenylephrine-induced hypertrophy. Second, CLK4 expression was significantly reduced in both pressure overload-induced and ISO-induced failing hearts. Third, cardiac-specific *Clk4* knockout contributed to pathological myocardial hypertrophy and heart failure. Finally, *Clk4* deficiency depressed the phosphorylation level of NEXN at serine 437, and restoring NEXN phosphorylation via overexpression of a phosphorylation-mimic mutant of NEXN (S437E) reversed the pathological phenotype resulting from cardiac-specific *Clk4* knockout in mice.

Given that CLKs function mainly by changing the phosphorylation levels of specific targets, we sought to reveal the phosphoproteomic profiles associated with *Clk4* deficiency. Interestingly, our analysis did not identify significantly reduced phosphorylation of SR proteins, which are believed to be downstream targets of CLK4^15–17^, suggesting that a splicing-independent signaling pathway was involved. We identified the phosphopeptides with the most significant reductions in phosphorylation upon CLK4 deletion in myocardial tissue. Among the chosen corresponding phosphoproteins, pyruvate dehydrogenase E1 subunit alpha 1 (PDHA1) ranked first. The PDHA1 catalyzes the reaction that produces acetyl-CoA and CO_2_ from pyruvate, thus facilitating ATP production through glucose. PDHA1 activity is modulated by reversible phosphorylation: phosphorylation of at least one of three specific serine residues of PDHA1 (sites 1, 2, and 3 are S293, S300, and S232, respectively) by pyruvate dehydrogenase kinases (PDKs) inactivates PDHA1, while dephosphorylation of PDHA1 by pyruvate dehydrogenase phosphatase catalytic Subunit 1 (PDP1) restores PDHA1 activity^18–20^. As mentioned above, depression of PDHA1 phosphorylation aids in energy production and therefore seems to be cardioprotective, which is inconsistent with our observations. Additionally, PDHA1 knockdown with siRNA does not stimulate hypertrophy in cardiomyocytes, further suggesting that PDHA1 plays a dispensable role in Clk4 deficiency-induced cardiomyocyte hypertrophy. Meanwhile, the knockdown of *Nexn* can induce a hypertrophic response similar to that of *Clk4* knockdown, underscoring the potential link between NEXN and CLK4.

NEXN, an F-actin–binding protein that was first characterized in 1998, has been recently identified as a Z-disc protein that is highly abundant in cardiac muscle^13^. Multiple mutations in NEXN have been associated with cardiomyopathies, highlighting the importance of this protein for cardiac function^13,14^. Most recently, NEXN was demonstrated to be a new component of junctional membrane complexes (JMCs) required for cardiac T-tubule formation^21^. However, the unique role of NEXN in cardiomyocyte hypertrophy remains to be elucidated. Here, we show that the knockdown of *Nexn* induces cardiac hypertrophy in cardiomyocytes. CLK4 interacts and phosphorylates NEXN at serine 437, and reduced NEXN phosphorylation is associated with cardiac hypertrophy and dysfunction. Most importantly, restoring NEXN phosphorylation corrects the hypertrophic growth and dysfunction induced by knockdown or knockout of *Clk4* in vitro and in vivo. The finding that CLK4 does not affect NEXN mRNA or protein expression suggests that NEXN executes its activity or related interactions in phosphorylated form. Our microarray analysis revealed a set of gene transcripts affected by NEXN phosphorylation, which implies an important role associated with phosphorylation states of NEXN in cardiac pathophysiology. 

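When each array was left out in turn, 284 of the 579 probes called at the 2-fold and unadjusted thresholds were called in all 6 repeats, 59 higher and 225 lower. The total number of calls was 361 without NEXN-WT replicate 1, 793 without NEXN-WT replicate 2 and 900 without NEXN-WT replicate 3, and 582, 609 and 612 without NEXN-S437E replicates 1, 2 and 3. Of the 579 calls, 326 were shared with the fit without NEXN-WT replicate 1 and 477 to 547 with the other fits. The number past an adjusted p of 0.05 in limma was 128 without NEXN-WT replicate 1 and 12 without NEXN-WT replicate 2. In all 6 repeats 10 probes passed, and they are named after their values were seen. They were 2 probes of the chemokine receptor *Cxcr6* and 1 each of *Jchain*, *Cd3d*, *Cd3g*, *Cd209a*, *Ccl4* and *Esr1*, all lower with NEXN-S437E, a lower probe without a symbol (A_55_P2060897), and *Lect1*, which was at least 1.98-fold higher.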

The function of these target genes in cardiac hypertrophy warrants further investigation. We agree that the specific roles of S437 phosphorylation in overall NEXN function are not understood, and further in vivo and in vitro experiments with phosphor-mimetic or phospho-null knock-in mutants of NEXN are warranted to clarify them. Taken together, these findings indicate that *Clk4* deficiency-mediated heart failure may be caused primarily by decreased NEXN phosphorylation.

The present study has several limitations. First, our results obtained in two models of heart failure indicate that the CLK4 protein is downregulated in the myocardium, yet how CLK4 is regulated in these settings remains to be further investigated. Second, our in vivo experiments were mainly conducted in rodents (mice), which have interspecies differences from humans; thus, future research should be performed on human tissue. Third, a phosphosite-specific antibody for detection of phosphorylated NEXN S437 needs to be designed and produced, which will facilitate future functional and mechanical investigation.

In summary, our findings identify CLK4 as a regulator of pathological cardiac hypertrophy and indicate that restoration of CLK4 may act as a potential new therapeutic strategy for heart failure. Moreover, clarifying the importance of CLK4-modulated NEXN phosphorylation in cardiac pathophysiology will shed new light on the function of this Z-disk protein.

## Methods

### Animals

All animal care and experimental protocols were performed in accordance with the 8th edition of the Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of the Tongji University School of Medicine (Shanghai, China). Isoflurane (4%) mixed with oxygen (100%, 1 L/min) was used as inhalable anesthesia in mice prior to harvesting the heart. The mouse was euthanized by cervical dislocation after harvest was completed.

### Isolation and transfection of NRVM

Cardiomyocytes were prepared from the hearts of 1- to 2-day-old (newborn) Sprague–Dawley rats as previously described^22^. Briefly, all pups were euthanized via cervical dislocation and sterilized, and the hearts were excised. Only the ventricles were collected. The ventricles were minced and deposited into an enzyme solution containing trypsin (0.125 mg/ml, Gibco), collagenase type IV (0.4 mg/ml, Worthington), and DNase II (10 mg/ml, Sigma). Serial digestions were performed in a water bath at 37 °C with shaking at 80–86 rpm. Cell suspensions of each digestion were collected in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco). After all digestions, the cell suspensions in FBS were pooled and centrifuged for 5 min at 100 × *g*. The pellets were then resuspended in DMEM supplemented with 10% FBS and 100 mM 5-bromodeoxyuridine (BrdU; Sigma) plating medium and cultured on a 10-cm dish at 37 °C in 5% CO_2_ for 2 h. The resultant supernatants represented enriched neonatal cardiomyocytes, which were collected and then plated onto 1% gelatin (Sigma)-coated plates. The next day, the cells were washed and the medium was switched to DMEM supplemented with 2% FBS, 100 mM BrdU and 1% penicillin/streptomycin.

On day 3, the cardiomyocytes were transfected with the indicated siRNAs at 50 nM final concentration using Lipofectamine RNAiMAX (Invitrogen). Cells transfected with a scrambled siRNA were used as controls. All siRNA sequences are listed in Supplementary Table 1. The cells were cultured for an additional 48 h and then analyzed by qPCR and immunofluorescence.

### Culture and transfection of hiPSC-CMs

The hiPSC-CMs were purchased from Help Stem Cell Innovation (Nanjing, China), and were approved for research use by the Ministry of Science and Technology of the People’s Republic of China ([2021]-BC0022). Cell culture and maintenance were performed according to the protocol of the manufacturer. hiPSC-CMs were transfected with Lipofectamine RNAiMAX (Invitrogen) as mentioned above.

### Immunofluorescence staining and evaluation of cardiomyocyte hypertrophy

Immunofluorescence staining of NRVMs and hiPSC-CMs was carried out by following standard protocols. Briefly, NRVMs or hiPSC-CMs were fixed in 4% paraformaldehyde, permeabilized with 0.1% triton X-100, and blocked with 0.1% bovine serum albumin (BSA). Cells were incubated overnight with anti-cTNT (1:200, Abcam, ab8295) at 4 °C, and then for 1 h with an Alexa Fluor 488-conjugated anti-mouse secondary antibody (1:500, Invitrogen, A11001). Nuclei were counterstained with DAPI (Sigma, D9542). Cells were visualized using a Leica DMI3000 B fluorescence microscope (Leica Microsystems, Inc.). Cell size (> 80 cells per group) was quantified using ImageJ (NIH).

### qPCR and western blot analyses

Total RNA was isolated from cells or tissue samples using TRIzol Reagent (Ambion) according to the manufacturer’s protocol. For qPCR, 500 ng of RNA sample was reverse-transcribed into cDNA by using random hexamers and MMLV reverse transcriptase (Takara) in a 10-μl reaction system. In each analysis, a 0.1-μl cDNA pool was used for qPCR. qPCR was then performed using SYBR Green Real-time PCR Master Mix (Toyobo, QPK-201) on a QuantStudio 6 Real-Time PCR System (Applied Biosystems). The housekeeping gene *Gapdh* was used for normalization. The qPCR primers used in this study are listed in Supplementary Table 2.

For Western blot analyses, tissue homogenates or cell extracts were cleared by centrifugation at 12,000 × *g* for 20 min. The samples were subsequently analyzed by sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) membranes, which were blocked with 5% nonfat dry milk in TBS + 0.1% Tween 20 (TBST) and incubated with anti-CLK4 (1:500, Abcam, ab104321), anti-GAPDH (1:8000, Proteintech, #60004-1-Ig), anti-NEXN (1:500, Abcam, ab233235), anti-flag (1:5000, Sigma, F7425), anti-myc (1:1000, Cell Signaling Technology, #2276), and anti-Phosphoserine (1:1000, Sigma, #05-1000X) antibodies overnight at 4 °C. The membranes were washed three times with TBST, and incubated with a secondary antibody conjugated with Alexa Fluor 680/800 (1:10000, Invitrogen, A32729/A32735). Specific protein bands were visualized using an Odyssey imager. The Western blot bands were quantified by densitometry using ImageJ software (NIH).

### Generation of *Clk4*-cKO mice

*Clk4*-cKO mice were generated using a CRISPR/Cas9 system. Two sgRNAs (5′ sgRNA 5′-GCAACGATGCTGTATCATTT-TGG-3′ and 3′ sgRNA 5′-CTATATAGTGAAATTAAGGC-AGG-3′) with recognition sites on introns 2 and 10 of the *Clk4* gene and a donor vector that was homologous with the targeted gene and contained two loxP sequences were designed and constructed on a C57B/6 J background. The in vitro-synthesized sgRNA, *Cas9* mRNA, and donor vectors were injected into mouse zygotes, which were then transferred into pseudopregnant mice. Neonatal mutant mice were identified by genotyping and sequencing (Supplementary Fig. 1 and Supplementary Table 3). The resulting *Clk4*^*fl/fl*^ mice were crossed with mice carrying the *α-MHC-MerCreMer* (MCM) transgene (available from Jackson Laboratory, stock no. 005657) to generate inducible *Clk4* cardiac-specific knockout (*α-MHC-MerCreMer*; *Clk4*^*fl/fl*^) mice. For temporal deletion of *Clk4* using the MCM model, male mice 6–8 weeks of age were injected intraperitoneally with tamoxifen (25 mg/kg per day) for five consecutive days. Both *Clk4*^*fl/fl*^ and MCM mice were used as controls. The cardiac phenotype of the mice was analyzed 3 weeks after the first tamoxifen injection^23,24^.

### Heart failure models

Both pressure overload-induced and agonist-induced heart failure models were used. For the pressure overload model, 7-week-old male were anesthetized with 3% isoflurane. After intubation, the animals were maintained on 1% isoflurane and 1 L/min oxygen. We applied a method that was less invasive than the most common method to induce left transverse aortic constriction, as previously described^25^. In brief, the aortic arch was accessed through a midline incision in the anterior neck instead of via thoracotomy, and a 6.0 silk suture was placed around the transverse aorta between the brachiocephalic trunk and the left common carotid artery. The suture was tightened around a blunt 27-gauge needle placed adjacent to the aorta. The needle was then removed, and the chest wall and skin were closed. In the sham operation, the entire procedure was identical except for the ligation of the aorta.

For the agonist-induced mouse model, ISO was administered via subcutaneous injection (150 mg/kg/day) for 7 days as previously described^26^. Over the ensuing 2 months, echocardiography was performed every 2 weeks to evaluate cardiac function. Mice with an EF < 40% were assigned to the heart failure group and were sacrificed along with the controls. The hearts were immediately dissected and frozen in liquid nitrogen.

### Measurement of cardiac function by echocardiography

Echocardiography was performed on mice using a Vevo 2100 Imaging System (VisualSonics) with a 30-MHz MicroScan transducer (model MS-400). Mice were anesthetized with isoflurane (3% isoflurane for induction and 1% for maintenance). The heart rate and left ventricular (LV) dimensions, including diastolic and systolic wall thicknesses and LV end-diastolic and end-systolic chamber dimensions, were measured from 2D short-axis views under M-mode tracings at the level of the papillary muscle. The LV mass and functional parameters, such as the percentage of EF and the fractional shortening, were calculated based on the above primary measurements with accompanying software.

### Histological analysis

Animals were anesthetized with 4% isoflurane and then sacrificed by injection of 10% KCl to stop the heart at diastole. The hearts were excised, rinsed with PBS, and fixed in 4% PFA (pH 8.0) overnight. After dehydration through a series of ethanol baths, the samples were embedded in paraffin and further processed for histology. For routine histological examination with a light microscope, 5-μm sections were stained with H&E and Masson’s trichrome in accordance with standard procedures to visualize the regular morphology and the extent of fibrosis. For fibrosis detection, we mainly referred to the methodological descriptions of two studies^27,28^, and 10 focal regions from > 15 sections obtained from serial sectioning of each heart (apex to base) were calculated. For cardiomyocyte CSA and length measurements, sections were stained with FITC-conjugated WGA (Invitrogen, W7024), and then measured by ImageJ (> 50 cells per animal).

### Transmission electron microscopy

LV samples were carefully cut into 2-mm^3^ pieces and fixed in 2.5% glutaraldehyde (Sigma, G5882) in 0.1 M sodium phosphate buffer (pH 7.4) for 2 h. Following buffer washes, the samples were fixed for an additional 2 h at room temperature with 1% osmium tetroxide. Then, the samples were dehydrated in an ascending acetone series, embedded in epoxy resin, and polymerized at 60 °C for 24 h. The prepared tissues were sectioned to 70–100 nm, stained with uranyl acetate and lead citrate, observed under a JEM-1230 transmission electron microscope, and photographed.

### Phosphoproteomic analysis

Analysis of protein phosphorylation in ventricular tissues extracted from both the *Clk4*-cKO and MCM control groups was performed using tandem mass tags (TMTs) from Thermo Fisher Scientific. Briefly, protein from the hearts of *Clk4*-cKO mice and their MCM littermate controls were solubilized, digested with LysC and trypsin, labeled with TMT-6 plex reagents, and mixed in batches of six to enable direct comparisons between Clk4-cKO (*n* = 3) and MCM (*n* = 3) mice. Phosphopeptides were enriched from the samples using titanium dioxide (TiO_2_) beads as previously described^29^ and then subjected to LC-MS/MS analysis using an Orbitrap Fusion Lumos Tribrid mass spectrometer interfaced with an Easy-nLC 1200 liquid chromatography system (both from Thermo). Peptides were trapped onto an Acclaim PepMap 100 C18 trap column (100 μm × 2 cm, Thermo) and eluted onto an analytical column (Acclaim PepMap RSLC 75 μm × 15 cm, Thermo) at a flow rate of 300 nl/min using 0.1% formic acid in water as solvent A and 80% acetonitrile and 0.1% formic acid as solvent B. Each sample was run on a 90-minute gradient.

Full MS scans were recorded at 60,000 resolution in the m/z range 350–1800 with automatic gain control (AGC) target ion intensity of 4 × 10^5^. The ten most intense peaks in MS were fragmented with higher-energy collisional dissociation with a normalized collision energy of 36. MS/MS scans were obtained at a resolution of 15,000 with an AGC target value of 1 × 10^5^ and a maximum injection time of 80 ms. The dynamic exclusion time was set to 60 sec.

MS/MS spectra were searched against the Mus musculus proteome database (UP000000589) using Proteome DiscovererTM V.2.2 (Thermo, USA), and subsequent statistical analysis was performed using Microsoft Excel. The global false discovery rate was set to 0.01, and only proteins identified with a minimum of 2 unique peptides were considered. Phosphorylation sites were identified using the following parameters: sample type, TMT 6 plex (peptide labeled); Cys alkylation, iodoacetamide; variable modification, oxidation (M), acetyl (protein N-term), phospho (STY); digestion, trypsin; instrument, Orbitrap Fusion. GO annotation (http://www.ebi.ac.uk/GOA/) was applied to determine the protein categories that were enriched. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mapping of the phosphoproteins was performed using the KEGG Automatic Annotation Server, a KEGG online tool. Only categories with a Fisher’s corrected *P* value < 0.05 were considered significantly enriched.

### Microarrays

We performed microarray analysis using Agilent SurePrint G3 Mouse Gene Expression v2 8x60K Microarray (Design ID: 074809) according to the manufacturer’s protocol.

### Coimmunoprecipitation assay

NRVMs were transiently transfected with plasmids encoding Flag-tagged mouse CLK4 and myc-tagged mouse NEXN using Lipofectamine 3000 Transfection Reagent (Thermo, L3000001). Cells were harvested 48 h after transfection in lysis buffer composed of PBS containing 0.5% Triton X-100, 1 mM EDTA, 1 mM PMSF, and complete protease inhibitors (Roche, 11697498001). After brief sonication and removal of cellular debris by centrifugation, flag-tagged CLK4 proteins were precipitated with anti-flag antibodies and protein A/G beads and analyzed by Western blot with anti-myc antibodies.

### Plasmids

Plasmids were constructed with a method based on restriction enzyme digestion. Mouse *Clk4* and *Nexn* cDNAs from cardiac tissue were amplified using PrimeSTAR Max DNA Polymerase (Takara, R045A) and cloned with a flag or a myc tag into the PCMV-C-HA plasmid (Beyotime, D2639). Plasmids with the S437A or S437E mutation of mouse NEXN were generated using a Mut Express II Fast Mutagenesis Kit V2 (Vazyme, C113). The plasmid PGEX-6p-1 (GE Healthcare) was used for the cloning of GST fusion genes.

### Generation and administration of AAV (serotype 9) and adenovirus

The adenoviral vector pAdM-FH-GFP-Clk4 (wild-type) and a control vector (Ad-Ctrl) were obtained from Vigene Biosciences (Rockville, MD, USA). To achieve in vivo overexpression of NEXN-WT, NEXN-S437E, or NEXN-S437A, mouse *Nexn*-WT, *Nexn*-S437E or *Nexn*-S437A was subcloned into the pAV-CMV-intron-P2A-GFP plasmid. AAV9 vectors for expression of NEXN-WT, NEXN-S437E or NEXN-S437A were generated by cotransfection of a pAV-CMV-intron-P2A-GFP expression plasmid, a Rep-Cap plasmid and a pHelper plasmid in Hek293 cells. AAV was purified and concentrated by gradient centrifugation. The AAV9 titer was determined by qPCR. The AAV9 virus (1 × 10^12^ viral genomes per animal) was intravenously injected into 5-week-old *Clk4*-cKO mice and MCM control littermates.

### Protein purification

The *Clk4*-WT expression construct was transfected into HEK293T cells using Lipofectamine 3000. After culturing for 48 h, the cells were harvested and lysed in lysis buffer containing 50 mM Tris, pH 7.4, 500 mM NaCl, 1% NP40, 1 mM PMSF, 1× protease inhibitors without EDTA (Roche). The recombinant protein was purified with FLAG M2 affinity gel (Sigma) according to the manufacturer’s instructions. The eluted recombinant protein was dialyzed with storage buffer (20 mM HEPES, pH 7.4, 50 mM NaCl, and 50% glycerol) for 4 h, at 4 °C, and then stored at −20 °C. The homogeneity of the eluted protein was determined on SDS-PAGE followed by Coomassie blue staining and western blot using an anti-flag antibody.

For purification of GST-tagged proteins, plasmids were transfected into *E. coli* strain BL21 (DE3), induced to express desired proteins by isopropyl-1-thio-beta (β)-d-galactopyranoside (IPTG) and purified to homogeneity from crude lysates using glutathione-Sepharose beads (Smart Life Sciences, SA010010) according to the manufacturer’s protocol. Briefly, protein expression was induced by adding 1 mM IPTG to the cultures. The bacteria were collected by centrifugation, resuspended in PBS, and lysed by sonication. After centrifugation at 15,000 × *g* for 15 min, the supernatant was incubated with Glutathione-Sepharose beads for 1 h. The beads were washed with PBS three times, and the recombinant protein was eluted with PBS containing 20 mM reduced glutathione. The proteins were dialyzed against PBS and stored at −80 °C until use.

### In vitro kinase assay

Cell-free kinase assay was performed in kinase buffer (CST, 9802 S) containing 25 mM Tris-HCl (pH 7.5), 5 mM β-glycerophosphate, 2 mM dithiothreitol, 0.1 mM Na_3_VO_4_, and 10 mM MgCl_2_. The CLK4 protein was incubated with C-NEXN (amino acids 295–671) or C-NEXN-S437A on ice for 10 min and then exposed to 1 mM ATP (CST, 9804) for 30 min at 30 °C. The reactions were stopped by adding SDS loading buffer. The samples were boiled for 5 min and separated on SDS-PAGE. Commercial antibodies against phosphorylated serine and NEXN were used for western blot analysis^30^.

### Phos-tag SDS-PAGE

Phos-tag analysis was performed according to the manufacturer’s instructions. Heart tissue lysates were analyzed. Samples were separated on 8% SDS-PAGE with 50 μM Phos-binding reagent acrylamide (APExBIO, F4002) and transferred onto PVDF membranes for western blot analyses.

### Statistics and reproducibility

The data are presented as the means ± S.E.M. Unpaired, two-tailed Student’s *t* test or one-way analysis of variance with Dunnett multiple comparisons test was performed as indicated to determine significant differences. All statistical analyses were performed using GraphPad Prism software. *P* < 0.05 was considered statistically significant. The representative data shown as western blot photograph and microscopy images were obtained from at least three independent experiments or at least three mice per group (for Figs. 1b, d; 2c; 3a; 4e; 5c; 6a and Supplementary Figs. 1b; 2b, d, and 7c).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The data supporting the findings from this study are available within the manuscript and its supplementary information. The raw MS data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository under accession code PXD029682. The reference number for the mouse Swiss-Prot database used in this study is UP000000589. Microarray data have been deposited to the GEO database with the GEO accession number GSE188360. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: CDC-like kinase 4 deficiency contributes to pathological cardiac hypertrophy by modulating NEXN phosphorylation
**Source:** Nat Commun. 2022 Jul 30;13:4433. doi: 10.1038/s41467-022-31996-9
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

### **CDC-like kinase 4 deficiency contributes to pathological cardiac hypertrophy by modulating NEXN phosphorylation**

#### **Table of contents:**

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

Supplementary Fig. 4

Supplementary Fig. 5

Supplementary Fig. 6

Supplementary Fig. 7

Supplementary Fig. 8

Supplementary Fig. 9

Supplementary Fig. 10

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Fig. 11 (Uncropped images from Western blots)

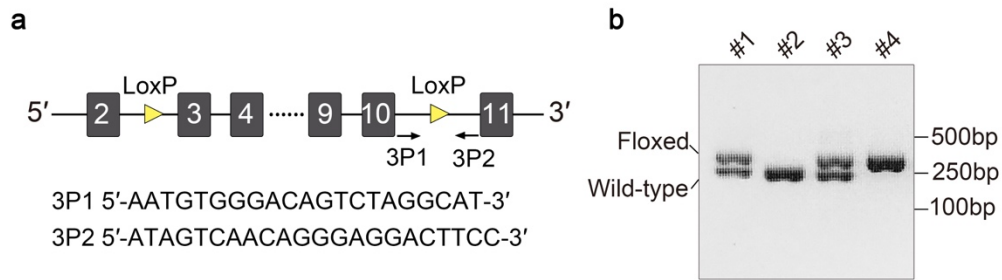

**Supplementary Fig. 1** Genotyping of floxed *Clk4* mice. **a** Genotyping strategy for the floxed *Clk4* allele. PCR primers were designed to flank the 3' loxP site. **b** Representative gel analysis of PCR products of four mice to separate the 306 bp loxP amplicon from the 210 bp wild-type amplicon.

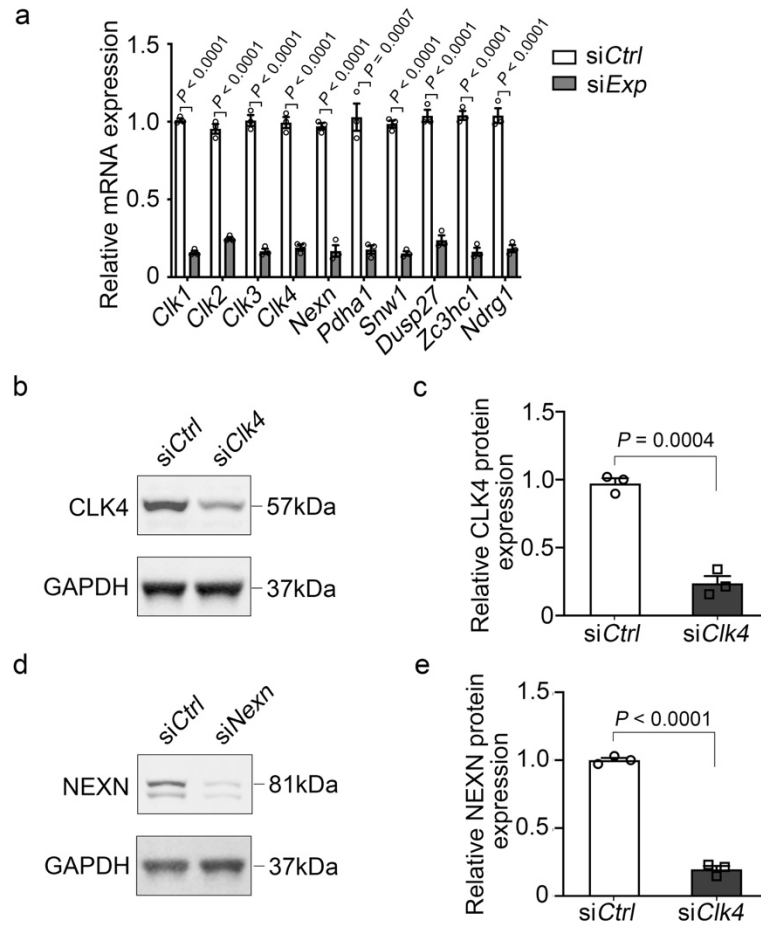

**Supplementary Fig. 2** Validation of the knockdown efficiency of siRNAs using qPCR and Western blotting. Neonatal rat ventricular myocytes (NRVMs) were transfected with siRNAs targeting *Clk1*, *Clk2*, *Clk3*, *Clk4*, *Nexn*, *Pdha1*, *Snw1*, *Dusp27*, *Zc3hc1*, and *Ndrgr1*. **a** qPCR detection of the mRNA expression of the siRNA-targeted genes. **b-e** Representative Western blots and quantification of CLK4 and NEXN protein expression. Ctrl, control; Exp, experiment. For panel **a**, **c** and **e**,  $n = 3$  biologically independent samples per group. All statistical analyses were performed using unpaired, two-tailed Student's *t* test. Data are presented as the means  $\pm$  S.E.M.; *P*-values are shown in each graph. Source data are provided as a Source Data file.

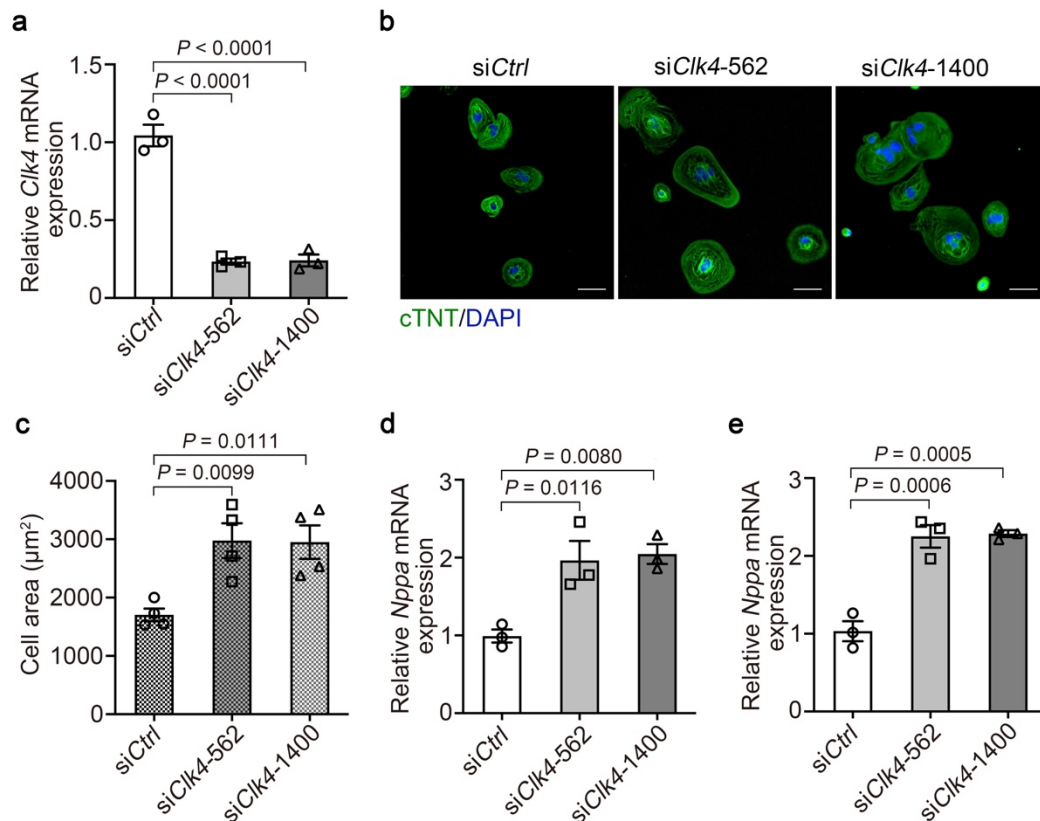

**Supplementary Fig. 3** Knockdown of *Clk4* leads to cardiac hypertrophy in human-induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs). **a** qPCR detection of the expression of *Clk4* mRNA in hiPSC-CMs transfected with control or *Clk4* siRNAs. **b, c** Representative image of NRVMs transfected with the control or *Clk4* siRNA for 48 h with cell area quantification. Scale bar: 50  $\mu\text{m}$ . **d, e** qPCR detection of the expression of *Nppa* and *Nppb* in hiPSC-CMs transfected with control or *Clk4* siRNAs. For panel **a**, **d** and **e**,  $n = 3$  biologically independent samples per group; for panel **c**,  $n = 4$  biologically independent samples per group. All statistical analyses were performed using one-way ANOVA and Dunnett multiple comparisons test. Data are presented as the means  $\pm$  S.E.M.;  $P$ -values are shown in each graph. Source data are provided as a Source Data file.

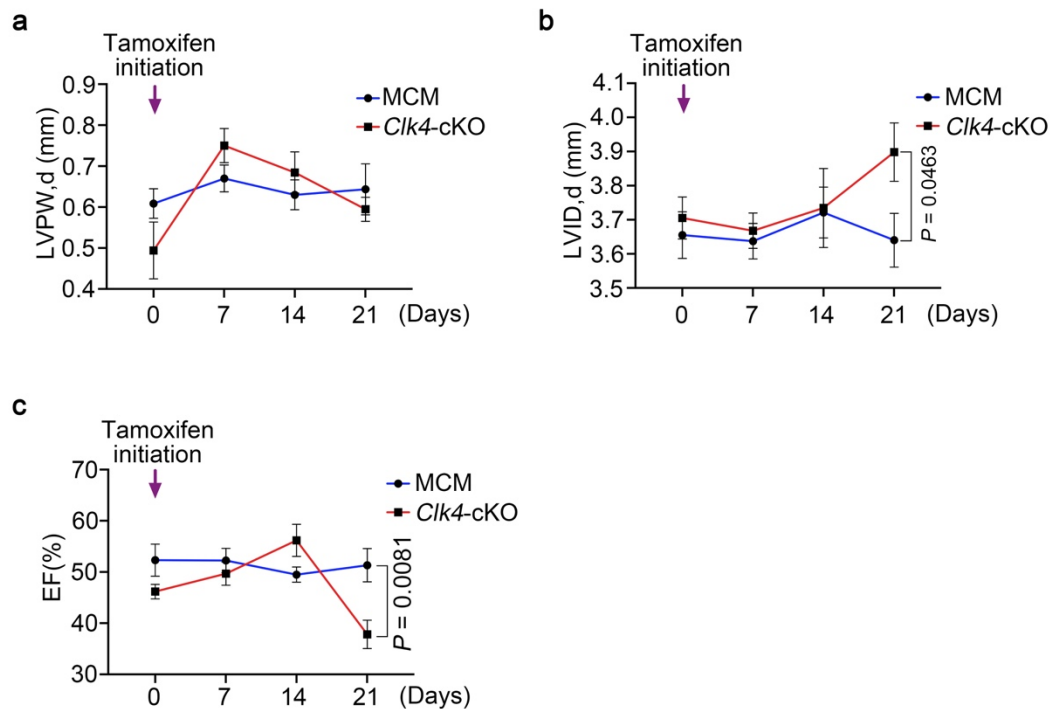

**Supplementary Fig. 4** Cardiac-specific *Clk4* knockout (*Clk4*-cKO) mice develop heart failure gradually. *Clk4*-cKO mice and littermates aged 6 weeks were used in the experiments. *Clk4* knockout was achieved by tamoxifen injection, and an echocardiographic analysis was performed every week. **a-c** Summary data for the left ventricular posterior wall, diastole (LVPW, d), left ventricular internal diameter, diastole (LVID, d) and left ventricular ejection fraction (EF).  $n = 6-8$  animals for MCM and  $n = 7-8$  animals for *Clk4*-cKO. All statistical analyses were performed using unpaired, two-tailed Student's *t* test. Data are presented as the means  $\pm$  S.E.M.; *P*-values are shown in the graph. Source data are provided as a Source Data file.

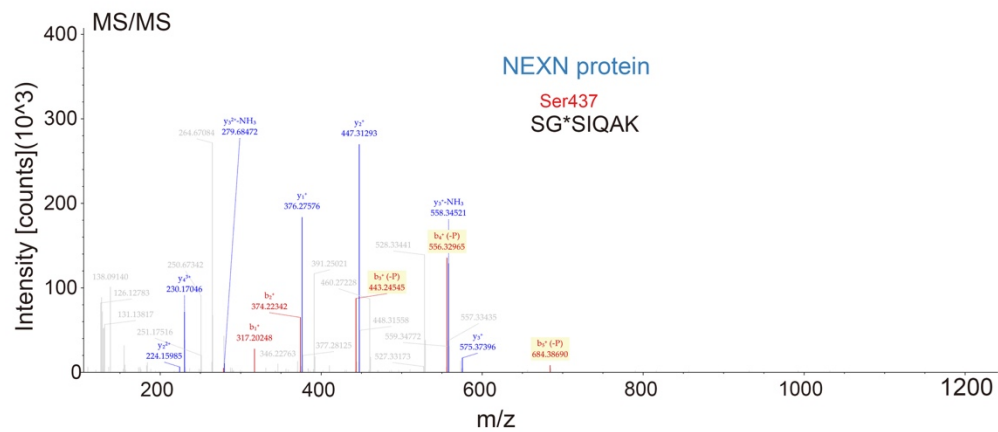

**Supplementary Fig. 5** MS/MS spectra of NEXN phosphopeptide SGSIQAK. Representative tandem mass spectra of NEXN phosphopeptide SHS\*SSQFR identified with reduced abundance in the *Clk4*-cKO myocardium. The asterisk denotes phosphorylation at Ser437.

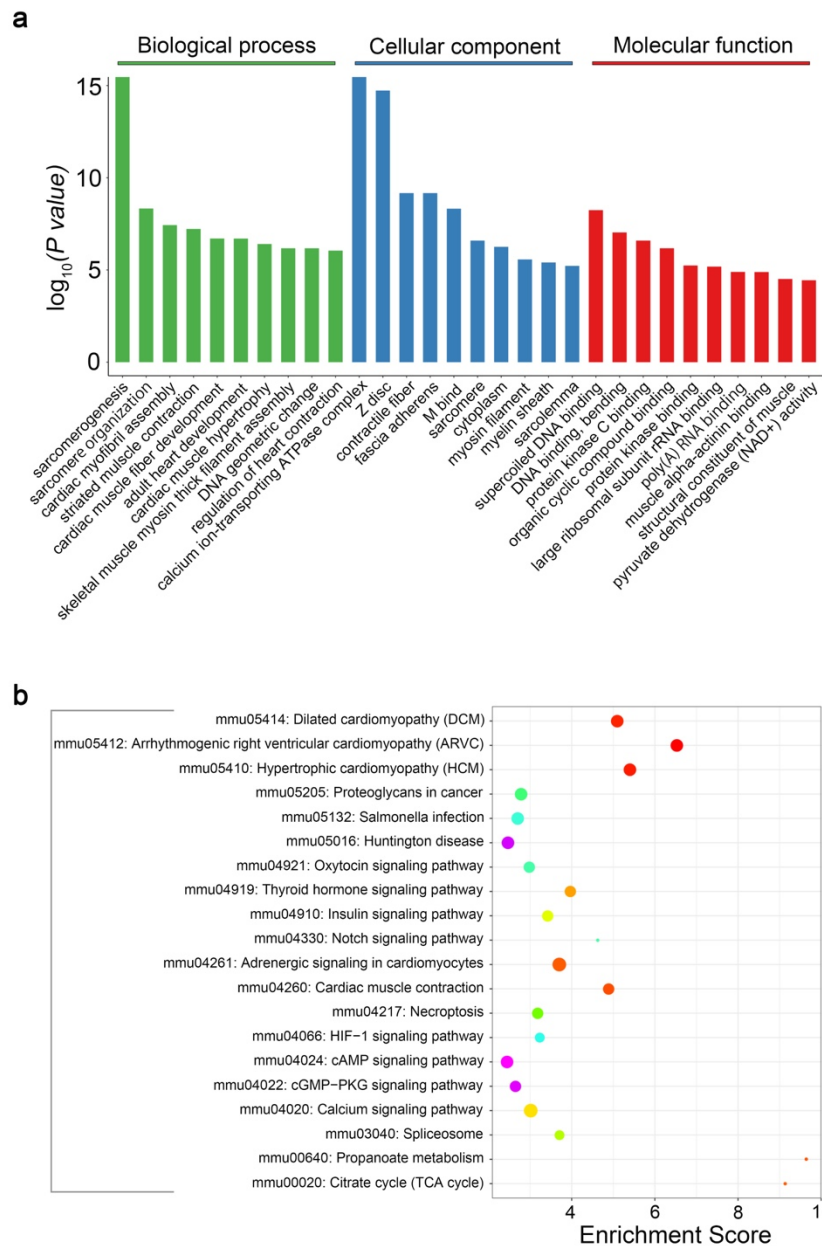

**Supplementary Fig. 6** GO and KEGG enrichment analyses of genes related to *Clk4* knockout.

**a** Top ten GO terms in each of the three categories, molecular function (green), cellular component (blue) and biological function (red), for the differences in the phosphoproteome between *Clk4*-cKO and MCM. **b** Top twenty signaling pathways in the *Clk4*-cKO/MCM comparison according to KEGG enrichment analysis. n = 3 animals per group.

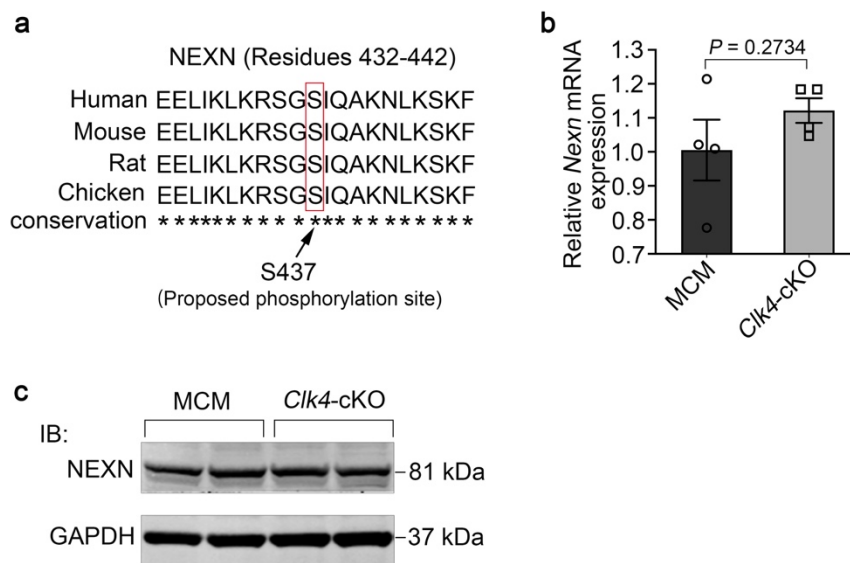

**Supplementary Fig. 7** *Clk4* deficiency does not alter either the mRNA or protein expression of NEXN. **a** Sequence alignment revealed that the phosphorylation site was evolutionarily conserved across species. **b**, **c** qPCR and Western blot analysis of mRNA and protein expression of mouse NEXN in *Clk4-cKO* and MCM control hearts. GAPDH served as control. For panel **b**,  $n = 4$  animals per group. Statistical analysis was performed using unpaired, two-tailed Student's *t* test. Data are presented as the means  $\pm$  S.E.M.; *P*-values are shown in the graph. Source data are provided as a Source Data file.

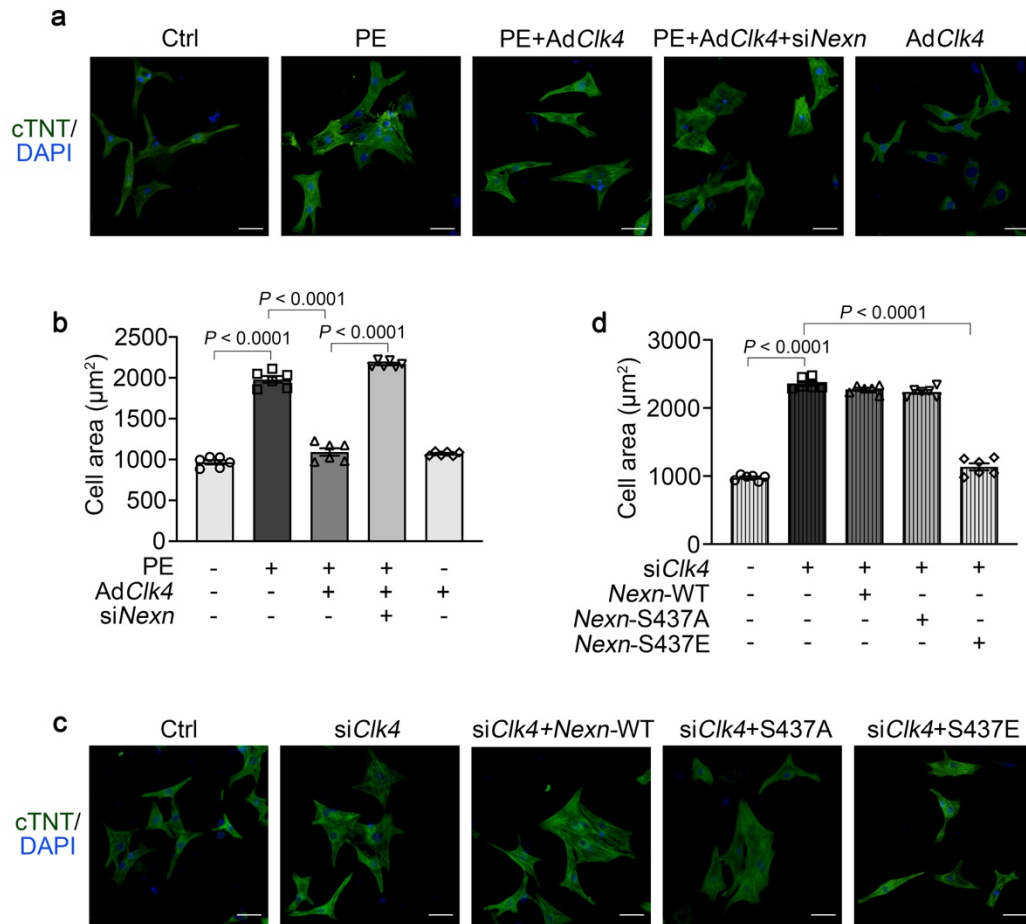

**Supplementary Fig. 8** CLK4 modulates cardiomyocyte hypertrophy through regulating NEXN phosphorylation. **a, b** Representative immunostaining images of NRVMs challenged with PE alone, Ad-*Clk4* alone, PE + Ad-*Clk4* or PE + Ad-*Clk4* + *Nexn* siRNA with cell area quantification. Scale bar: 50  $\mu\text{m}$ . **c, d** Representative immunostaining images of NRVMs transfected with *Clk4* siRNA alone or in combination with NEXN-WT, NEXN-S437A or NEXN-S437E. Scale bar: 50  $\mu\text{m}$ . For panel **a-d**,  $n = 6$  biologically independent samples per group. All statistical analyses were performed using one-way ANOVA and Dunnett multiple comparisons test. Data are presented as the means  $\pm$  S.E.M.;  $P$ -values are shown in each graph. Source data are provided as a Source Data file.

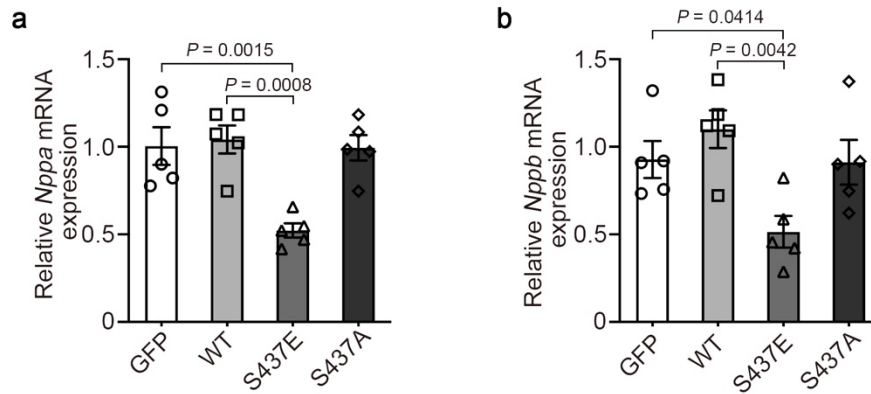

**Supplementary Fig. 9** Restoration of NEXN phosphorylation reduces the expression of hypertrophic markers in *Clk4*-cKO mice. **a, b** qPCR analysis of *Nppa* (**a**) and *Nppb* (**b**) expression in *Clk4*-cKO hearts after intravenous administration of AAV-GFP, AAV-WT, AAV-S437E or AAV-S437A.  $n = 5$  animals per group. All statistical analyses were performed using one-way ANOVA and Dunnett multiple comparisons test. Data are presented as the means  $\pm$  S.E.M.;  $P$ -values are shown in each graph. Source data are provided as a Source Data file.

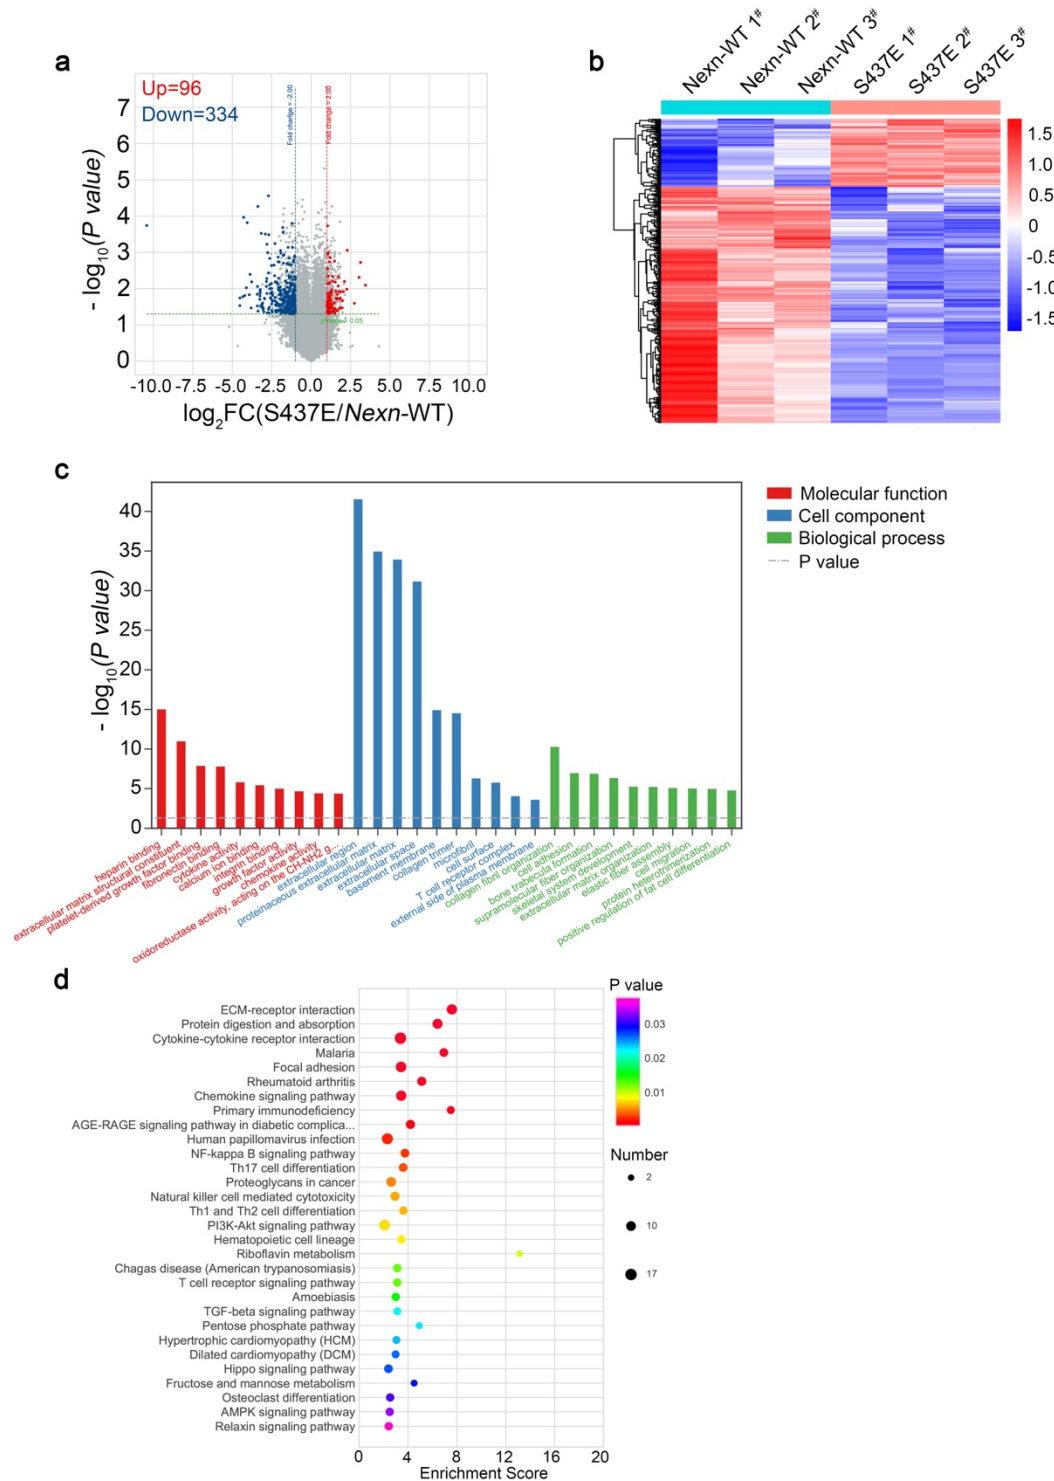

**Supplementary Fig. 10** Microarray analysis of *Clk4*-cKO hearts supplemented with NEXN-S437E overexpression. **a** Volcano plots showing changes in mRNAs in AAV-S437E-compared with AAV-WT-treated in *Clk4*-cKO mice, as identified by RNA microarray analysis. The red dots are mRNAs with fold-changes (S437E/WT ratios)  $> 2$  ( $P < 0.05$ , unpaired, two-tailed Student's t test), and the blue dots are those with fold-changes  $< 1/2$  ( $P <$

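Over the tested probes, the mean absolute difference between 2 arrays was 0.25 on the log2 scale between NEXN-WT replicates 2 and 3. It was 0.19 to 0.29 among the NEXN-S437E arrays. NEXN-WT replicate 1 differed by 0.38 and 0.44 from the other arrays of its group and by 0.50 to 0.56 from the NEXN-S437E arrays. NEXN-WT replicates 2 and 3 differed from the NEXN-S437E arrays by 0.30 to 0.33. Hierarchical clustering into 2 clusters set NEXN-WT replicate 1 against the other 5 arrays, and clustering into 3 separated NEXN-WT replicate 1, NEXN-WT replicates 2 and 3, and the NEXN-S437E arrays.

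**Figure D3:**
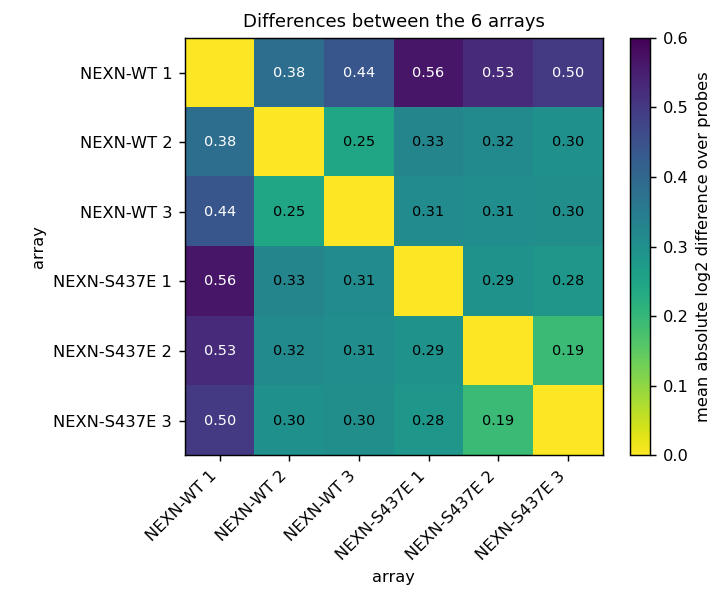
Mean absolute difference in log2 signal between each pair of the 6 arrays, as a colour and a printed value, with the arrays on both axes. NEXN-WT replicate 1 has the largest differences, from 0.38 to 0.56, and NEXN-S437E replicates 2 and 3 the smallest, 0.19.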

0.05, unpaired, two-tailed Student's t test). **b** Hierarchical cluster analysis of the specified mRNAs. **c** Top ten GO terms in each of the three categories, molecular function (red), cellular component (blue) and biological function (green), for the difference between the S437E and WT NEXN. **d** Top 30 signaling pathways in the S437E/WT comparison according to KEGG enrichment analysis. n = 3 animals per group.

**Supplementary Table 1** The target sequences of siRNAs

| Gene                    | Sense (5'-3')          | Antisense (5'-3')      |
|-------------------------|------------------------|------------------------|
| <i>Clk4</i> -rat-1023   | GCAUAGGCUGCAUUCUUAUTT  | AUAAGAAUGCAGCCUAUGCTT  |
| <i>Clk4</i> -rat-1351   | GCACCCUUUCUUUGACUUATT  | UAAGUCAAAAGAAAGGGUGCTT |
| <i>Clk1</i> -rat-655    | GGUGGAGUGUAUCGAUCAUTT  | AUGAUCGAUACACUCCACCTT  |
| <i>Clk2</i> -rat-978    | CCACAUGUGUAUCUCCUUUTT  | AAAGGAGAUACACAUGUGGTT  |
| <i>Clk3</i> -rat-641    | GGAAGCUGCUCGUCUAGAATT  | UUCUAGACGAGCAGCUUCCTT  |
| <i>Pdha1</i> -rat-633   | GCUAACCAGGGUCAGAUAUTT  | AUAUCUGACCCUGGUUAGCTT  |
| <i>Nexn</i> -rat-790    | GCAAGGCGGAACAUGGUAATT  | UUACCAUGUUCCGCCUUGCTT  |
| <i>Nexn</i> -rat-246    | GGAAGAAGAGCCGUCUAAATT  | UUUAGACGGCUCUUCUUCCTT  |
| <i>Snw1</i> -rat-813    | CCAACUGGAAGAACGCUAATT  | UUAGCGUUCUCCAGUUGGTT   |
| <i>Dusp27</i> -rat-2518 | GCCUCUGAUAAACAAGCGUATT | UACGCUUGUUAUCAGAGGCTT  |
| <i>Zc3hc1</i> -rat-733  | GCAAUUUAGGCUCAGACAUTT  | AUGUCUGAGCCUAAUUUGCTT  |
| <i>Ndrp1</i> -rat-514   | CCUUCACAAGUUUGGGCUUTT  | AAGCCCAAACUUGUGAAGGTT  |
| <i>CLK4</i> -homo-562   | GGAGACGUUCUAAGAGCAATT  | UUGCUCUUAGAACGUCUCCTT  |
| <i>CLK4</i> -homo-1400  | GCAAACCGUUGAAGGAAUUTT  | AAUUCCUUCAACGGUUUGCTT  |

**Supplementary Table 2** The primer pairs used for quantitative real-time PCR analysis of gene expression.

| Gene                             | Forward (5'-3')               | Reverse (5'-3')               |
|----------------------------------|-------------------------------|-------------------------------|
| Mus-<br><i>Gapdh</i>             | TGAAGGTCGGTGTGAACGGATT<br>TGG | ACGACATACTCAGCACCAGCATC<br>AC |
| Mus-<br><i>Clk4</i>              | TGATCACATCAGGCAAATGGC         | TCAATGTGCGCTCATCTCGT          |
| Mus-<br><i>Nexn</i>              | AGCCCCAAACCACATAACCA          | GCCAAGCTTTGGCACATAGG          |
| Mus-<br><i>Nppa</i>              | GAACCTGCTAGACCACCT            | CCTAGTCCACTCTGGGCT            |
| Mus-<br><i>Nppb</i>              | AAGCTGCTGGAGCTGATAAGA         | GTTACAGCCCCAAACGACTGAC        |
| Mus-<br><i>Nyh7</i>              | GCATCAAGGAGCTCACC             | CTGCAGCCGCAGTAGGTT            |
| Rat-<br><i>Clk4</i>              | ACAGGGCTCCAGAGGTCATT          | AGTATCCGCTCCATCATTGCC         |
| Rat-<br><i>Gapdh</i>             | AACGGCACAGTCAAGGCTGA          | ACGCCAGTAGACTCCACGACAT        |
| Rat-<br><i>Nppa</i>              | CAACACAGATCTGATGGATTTC<br>A   | CCTCATCTTCTACCGGCATC          |
| Rat-<br><i>Nppb</i>              | GTCTCAAGACAGCGCCTTCC          | AACCTCAGCCCGTCACAGC           |
| Rat-<br><i>Myh7</i>              | ATCAAGGGAAAGCAGGAAGC          | CCTTGTCTACAGGTGCATCA          |
| Homo-<br><i>CLK4</i>             | ATCGTGGACACTTTGGGTGA          | TCTAGCATCTGGACACATCGG         |
| Homo-<br><i>NPPA</i>             | ACAATGCCGTGTCCAACGCAGA        | CTTCATTCGGCTCACTGAGCAC        |
| Homo-<br><i>NPPB</i>             | TCTGGCTGCTTTGGGAGGAAGA        | CCTTGTGGAATCAGAAGCAGGTG       |
| Homo-<br><i>GAPD</i><br><i>H</i> | AGCCACATCGCTCAGACAC           | GCCCAATACGACCAAATCC           |

**Supplementary Table 3** Primers used for genotyping

| Gene target                   | Forward (5'-3')           | Reverse (5'-3')             |
|-------------------------------|---------------------------|-----------------------------|
| <i>Upstream loxP site</i> *   | AGGACACTCATCCCAGGTAG<br>A | CCAAGTACCTTGGGCAAGAACA<br>T |
| <i>Downstream loxP site</i> * | TCTGAGGCGGAAAGAACCAG      | ACACCCAAGTCAAGGACCTTAC      |
| <i>3' loxP site</i> #         | AATGTGGGACAGTCTAGGCA<br>T | ATAGTCAACAGGGAGGACTTCC      |
| <i>Cre (transgene)</i>        | CTCCTCTTCCTGCCTGTT        | TCTTGCGAACCTCATCAC          |

\*Primers used for sequencing to confirm precise insertion of loxP sites; #Primers used for simple genotyping.

**Supplementary Table 4** statistics of newborn mice\*

| genotype                                       | actual number | estimated number | male/female |
|------------------------------------------------|---------------|------------------|-------------|
| <i>Clk4<sup>wt/wt</sup>; MCM<sup>-/-</sup></i> | 49 (14.0%)    | 44 (12.5%)       | 26/23       |
| <i>Clk4<sup>fl/wt</sup>; MCM<sup>-/-</sup></i> | 85 (24.3%)    | 88 (25.0%)       | 46/39       |
| <i>Clk4<sup>fl/fl</sup>; MCM<sup>-/-</sup></i> | 36 (10.3%)    | 44 (12.5%)       | 16/20       |
| <i>Clk4<sup>wt/wt</sup>; MCM<sup>+/-</sup></i> | 40 (11.4%)    | 44 (12.5%)       | 20/20       |
| <i>Clk4<sup>fl/wt</sup>; MCM<sup>+/-</sup></i> | 93 (26.6%)    | 88 (25.0%)       | 43/50       |
| <i>Clk4<sup>fl/fl</sup>; MCM<sup>+/-</sup></i> | 47 (13.4%)    | 44 (12.5%)       | 24/23       |

\* All mice are offspring from *Clk4<sup>fl/wt</sup>; MCM<sup>+/-</sup>* × *Clk4<sup>fl/wt</sup>; MCM<sup>-/-</sup>*

**Supplementary Table 5** Echocardiographic analysis of mice at week 0, 1, 2, and 3 post tamoxifen initiation

|                | week 0       |                               | week 1       |                               | week 2       |                               | week 3       |                               |
|----------------|--------------|-------------------------------|--------------|-------------------------------|--------------|-------------------------------|--------------|-------------------------------|
|                | MCM<br>(n=7) | <i>Clk4</i> -<br>cKO<br>(n=8) | MCM<br>(n=7) | <i>Clk4</i> -<br>cKO<br>(n=8) | MCM<br>(n=7) | <i>Clk4</i> -<br>cKO<br>(n=8) | MCM<br>(n=7) | <i>Clk4</i> -<br>cKO<br>(n=8) |
| <b>LVID, d</b> | 3.66 ±       | 3.71 ±                        | 3.64 ±       | 3.67 ±                        | 3.72 ±       | 3.73 ±                        | 3.64 ±       | 3.90 ±                        |
| <b>(mm)</b>    | 0.02         | 0.02                          | 0.02         | 0.02                          | 0.02         | 0.04                          | 0.03         | 0.03 <sup>a</sup>             |
| <b>LVID, s</b> | 2.71 ±       | 2.86 ±                        | 2.68 ±       | 2.77 ±                        | 2.80 ±       | 2.70 ±                        | 2.69 ±       | 3.17 ±                        |
| <b>(mm)</b>    | 0.04         | 0.05                          | 0.05         | 0.03                          | 0.05         | 0.04                          | 0.07         | 0.05                          |
| <b>LVPW, d</b> | 0.61 ±       | 0.51 ±                        | 0.67 ±       | 0.75 ±                        | 0.63 ±       | 0.68 ±                        | 0.64 ±       | 0.59 ±                        |
| <b>(mm)</b>    | 0.01         | 0.02                          | 0.01         | 0.01                          | 0.01         | 0.02                          | 0.02         | 0.01                          |
| <b>LVPW, s</b> | 0.96 ±       | 0.89 ±                        | 1.05 ±       | 1.11 ±                        | 1.04 ±       | 1.24 ±                        | 0.97 ±       | 0.95 ±                        |
| <b>(mm)</b>    | 0.04         | 0.03                          | 0.03         | 0.02                          | 0.03         | 0.03                          | 0.04         | 0.03                          |
| <b>EF (%)</b>  | 52.31 ±      | 46.17 ±                       | 52.24 ±      | 49.69 ±                       | 49.50 ±      | 56.17 ±                       | 51.32 ±      | 37.82 ±                       |
|                | 1.11         | 0.57                          | 0.90         | 0.75                          | 0.49         | 1.18                          | 1.23         | 0.92 <sup>b</sup>             |
| <b>FS (%)</b>  | 25.94 ±      | 22.83 ±                       | 26.25 ±      | 24.55 ±                       | 24.70 ±      | 27.72 ±                       | 26.18 ±      | 18.65 ±                       |
|                | 0.61         | 0.31                          | 0.51         | 0.46                          | 0.21         | 0.58                          | 0.61         | 0.51                          |
| <b>LV Mass</b> | 69.44 ±      | 60.70 ±                       | 78.14 ±      | 91.20 ±                       | 75.63 ±      | 83.98 ±                       | 74.41 ±      | 76.37 ±                       |
| <b>(mg)</b>    | 2.47         | 3.61                          | 2.35         | 3.64                          | 2.12         | 1.98                          | 2.25         | 3.20                          |
| <b>Heart</b>   | 473.03       | 461.71                        | 470.23       | 468.63                        | 472.88       | 462.93                        | 449.56       | 444.06                        |
| <b>Rate</b>    | ± 5.39       | ± 7.01                        | ± 7.11       | ± 7.24                        | ± 6.74       | ± 6.11                        | ± 6.61       | ± 5.86                        |

Data are presented as the means ± S.E.M..<sup>a</sup>*P* = 0.0463, <sup>b</sup>*P* = 0.0081 vs MCM littermates (unpaired, two-tailed Student's *t* test.).

**Supplementary Table 6** Echocardiographic examination of *Clk4*-cKO mice treated with AAV-GFP/-WT/-S437E/-S437A

|                     | GFP           | WT            | S437E         | S437A         |
|---------------------|---------------|---------------|---------------|---------------|
| <b>LVID, d (mm)</b> | 3.95 ± 0.02   | 3.93 ± 0.02   | 3.63 ± 0.02   | 4.13 ± 0.02   |
| <b>LVID, s (mm)</b> | 3.12 ± 0.05   | 3.14 ± 0.06   | 2.70 ± 0.04   | 3.33 ± 0.53   |
| <b>LVPW, d (mm)</b> | 0.68 ± 0.02   | 0.62 ± 0.02   | 0.72 ± 0.01   | 0.57 ± 0.03   |
| <b>LVPW, s (mm)</b> | 0.84 ± 0.05   | 0.79 ± 0.04   | 1.12 ± 0.04   | 0.81 ± 0.03   |
| <b>EF (%)</b>       | 42.73 ± 1.49  | 38.79 ± 1.18  | 54.66 ± 0.88  | 39.12 ± 1.56  |
| <b>FS (%)</b>       | 21.33 ± 0.67  | 20.13 ± 0.41  | 26.98 ± 0.54  | 19.42 ± 0.56  |
| <b>LV Mass (mg)</b> | 91.50 ± 3.10  | 81.40 ± 4.61  | 86.62 ± 2.78  | 79.71 ± 4.44  |
| <b>Heart Rate</b>   | 481.88 ± 2.03 | 477.77 ± 2.11 | 479.71 ± 2.18 | 482.46 ± 2.71 |

Data are means ± S.E.M.

Fig.1

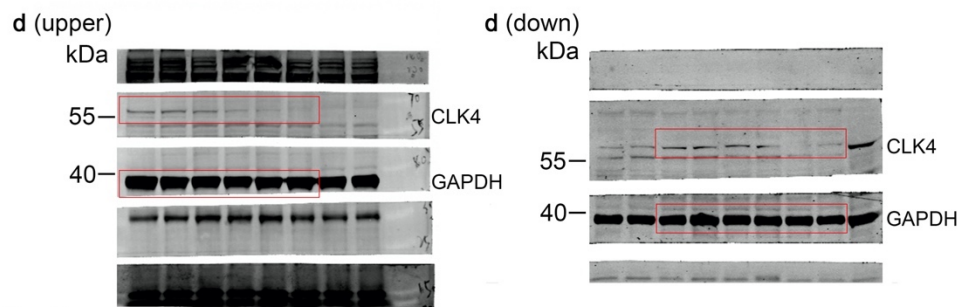

Fig. 2

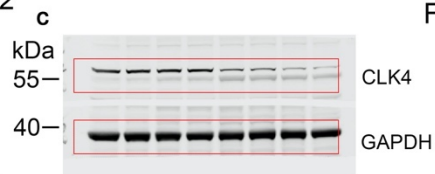

Fig.4

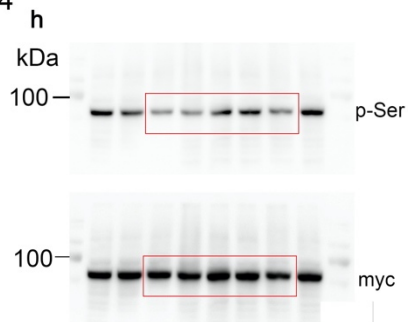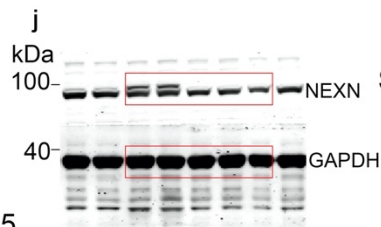

Fig. 5

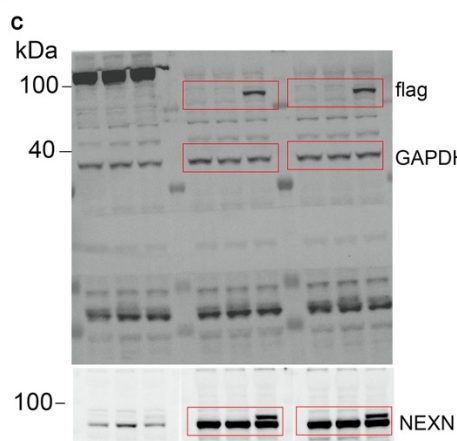

Fig.4

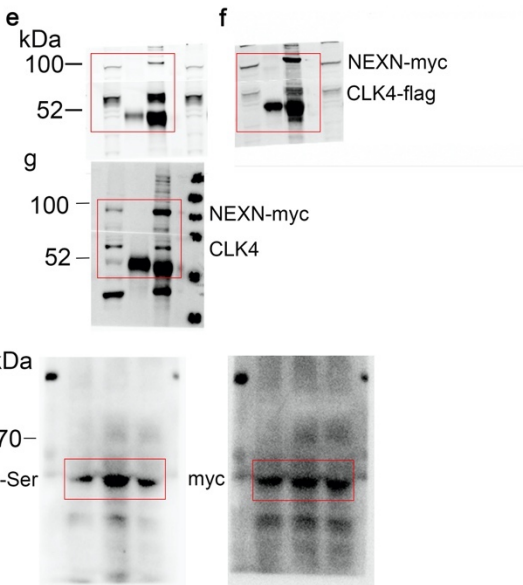

Supplementary  
Fig. 2

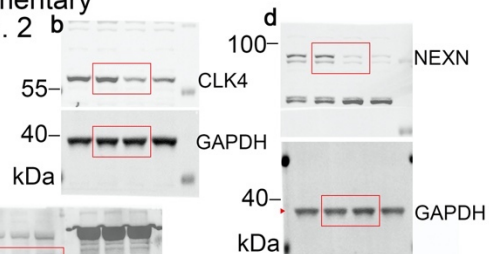

Supplementary Fig. 7

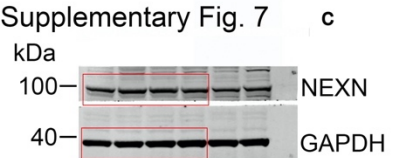

Supplementary Fig. 11 Uncropped images from Western blots.

# Supplementary material for: CDC-like kinase 4 deficiency contributes to pathological cardiac hypertrophy by modulating NEXN phosphorylation
**Source:** Nat Commun. 2022 Jul 30;13:4433. doi: 10.1038/s41467-022-31996-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No custom computer code or algorithm were used in the data analysis of this manuscript. Echocardiography: Vevo 2100 Imaging System. qPCR: QuantStudio Real-Time PCR System (Applied Biosystems). Microscopy: Leica DMI3000 B fluorescence microscope, Leica Application Suite v3.8. Phosphoproteomic profiling: Thermo Scientific EASY-nLC 1200 system.                                                                          |
| Data analysis   | No custom computer code or algorithm were used in the data analysis of this manuscript. Quantification of immunoblots and IICC/IF: Image J (Version 1.51m9). Statistical analyses for echocardiographic data, histological quantification and qPCR: GraphPad Prism 8. Phosphoproteomic analysis: Proteome Discoverer v2.2 (PD2.2, Thermo); Microsoft Excel (version 16.61.1); KEGG Automatic Annotation Server (online version); |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw MS data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository under accession code PXD029682 [<https://www.ebi.ac.uk/pride/archive/projects/PXD029682>]. The reference number for the mouse Swiss-Prot database used in this study is UP000000589. Microarray data have been deposited to the GEO database with the GEO accession number GSE188360 [<https://www.ncbi.nlm.nih.gov/geo/query/>].

acc.cgi?acc=GSE188360]. Analyzed data generated in this study are provided in the Supplementary Information and Source Data file. Full scans of the blots are shown in Supplementary Fig. 11. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Required sample sizes were determined based on previous publications (Eric M et al Science 2016, Dong I et al Nature 2017, Mark J et al Nature 2019, Davy et al Nature communications 2021) and our past experience. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                             |
| Replication     | Replicates were used in in vivo experiments as noted in figure legends. In vitro experiments were performed at least three times independently. All attempts at replication were successful.                         |
| Randomization   | All animals and cells were randomly assigned to the experimental group.                                                                                                                                              |
| Blinding        | Whenever possible, data were analyzed blind to condition. Data that require an automated analysis pipeline were not analyzed blind to conditions, including proteomic data and microarray data.                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-CLK4 rabbit polyclonal antibody (Abcam, ab104321, 1: 500), anti-GAPDH mouse monoclonal antibody (Proteintech, 60004-1-Ig, 1: 8000), anti-NEXN rabbit polyclonal antibody (Abcam, ab233235, 1: 500), anti-flag rabbit polyclonal antibody (Sigma, F7425, 1: 5000), anti-myc mouse monoclonal antibody (Cell Signaling Technology, 2276, 1: 1000), Anti-Phosphoserine Antibody mouse monoclonal antibody (Sigma, 05-1000X, 1:1000), Mouse monoclonal [1C11] to Cardiac Troponin T (Abcam, ab8295, 1:200), Alexa Fluor 680-conjugated anti-mouse (Invitrogen, A32729, 1: 10000), Alexa Fluor 800-conjugated anti-rabbit (Invitrogen, A32735, 1: 10000)                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Validation      | All following primary antibodies used in this study were validated and were cited in the literature.<br>anti-CLK4: Ajiro M et al. Therapeutic manipulation of IKBKAP mis-splicing with a small molecule to cure familial dysautonomia. Nat Commun 12, 4507 (2021).<br>anti-GAPDH: Liu et al. Sox17 is required for endothelial regeneration following inflammation-induced vascular injury. Nat Commun. 10,2126 (2019).<br>anti-NEXN: Hu Y et al. Long noncoding RNA NEXN-AS1 mitigates atherosclerosis by regulating the actin-binding protein NEXN. J Clin Invest. 129, 1115-1128 (2019).<br>anti-flag: Zekonyte U et al. Mitochondrial targeted meganuclease as a platform to eliminate mutant mtDNA in vivo. Nat Commun 12, 3210 (2021).<br>anti-myc: Gallardo-Montejano V et al. Perilipin 5 links mitochondrial uncoupled respiration in brown fat to healthy white fat remodeling and systemic glucose tolerance. Nat Commun 12, 3320 (2021).<br>anti-Phosphoserine : Zhang M et al. CaMKII-69 promotes cardiomyopathy through disrupting UBE2T-dependent DNA repair. Nat Cell |

Biol 21, 1152–1163 (2019).

anti-Cardiac Troponin T: Liang D et al. Cellular and molecular landscape of mammalian sinoatrial node revealed by single-cell RNA sequencing. Nat Commun 12:287 (2021).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                   |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | hiPSC-derived CMs were purchased from Help Stem Cell Innovations (Nanjing, China).<br>The HEK293 cell lines were from Key Laboratory of Arrhythmias of the Ministry of Education of China, Tongji University School of Medicine, Shanghai, China. |
| Authentication                                                       | hiPSC-derived CMs were authenticated prior to the experiments with flow cytometry, immunofluorescence staining and patch clamp.                                                                                                                   |
| Mycoplasma contamination                                             | We have confirmed that the cells were tested negative for mycoplasma contamination.                                                                                                                                                               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were in the C57BL/6J background. Male 6-8 weeks old $\alpha$ -MHC-MerCreMer Clk4 wt/wt, $\alpha$ -MHC-MerCreMer Clk4 fl/fl, Clk4 fl/fl and wild-type mice were used. Cardiac-specific Clk4 knockout (Clk4-cKO) mice were generated by tamoxifen administration in $\alpha$ -MHC-MerCreMer Clk4 fl/fl mice. Neonatal Sprague Dawley rats were used for neonatal rat ventricular myocytes isolation. |
| Wild animals            | Not involved.                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | Not involved.                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | The mice were fed ad libitum and housed at constant ambient temperature in a 12-h light cycle. All animal care and experimental protocols were performed in accordance with the 8th edition of the Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of the Tongji University School of Medicine (Shanghai, China).                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: CDC-like kinase 4 deficiency contributes to pathological cardiac hypertrophy by modulating NEXN phosphorylation
**Source:** Nat Commun. 2022 Jul 30;13:4433. doi: 10.1038/s41467-022-31996-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary files**

**File Name:** Supplementary Data 1

**Description:** Data lists of quantitative phosphoproteomic analysis. The full description and datasets for the phosphoproteomic experiments were listed and statistical analysis and n numbers for all comparisons were shown.

**File Name:** Supplementary Data 2

**Description:** Data lists of Microarray analysis. The full description and datasets for the Microarray experiments were listed and statistical analysis and n numbers for all comparisons were shown.

How the deposited data were processed for this re-analysis (not part of the article)

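Gene expression was measured in the hearts of *Clk4*-cKO mice that had received AAV NEXN-WT (3 mice) or AAV NEXN-S437E (3 mice), with 1 Agilent SurePrint G3 Mouse Gene Expression v2 8x60K array (design 074809) per mouse and 1 dye. All 6 arrays were on 1 slide and read in 1 scan: 4 in slide row 1 (the 3 NEXN-WT arrays and NEXN-S437E replicate 1) and the other 2 in slide row 2. Each sample was assigned to its group and replicate from its own label and the legend of Supplementary Fig. 10.

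The authors scanned the arrays and extracted them with Feature Extraction 10.7.1.1 (protocol GE1_107_Sep09), which subtracts the background and corrects trends within an array. The values they deposited for each array are intensities on a linear scale, not normalized between arrays. They also deposited a series table with the same signals averaged per probe, of which 99.8% matched the mean of the spots within a relative tolerance of 0.001, and with normalized log2 values. The 6 columns of deposited log2 values have identical distributions, as quantile normalization gives. The paper's text does not name the normalization or its software. The probe coordinates in the files are on mm9. No genome of that build was used here, so probes were not placed in exons, introns or UTRs, and gene names are those of the array's annotation.

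The analysis began from the processed signal of each array. Control spots and spots marked as outliers were left out, each array's 75th percentile was subtracted on the log2 scale, and the 10 spots of each of the 300 replicated probes were averaged. Probes well above background on all 3 arrays of at least 1 group were kept, 22998 in all, of which 21110 were well above background on all 6. Under 50% of the spots of each array were well above background (41.9% to 47.8%). The percentile over all probes was kept as it had been fixed, and the percentile over detected probes was an alternative. No spot was saturated, and with intensities rather than counts the number of arrays and the signal over background limit the precision. The groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8 to read the files. The thresholds were a Benjamini-Hochberg adjusted p of 0.05, and the study's 2-fold change with an unadjusted p of 0.05. Terms were tested with Fisher's exact test, one-sided, on the GO and KEGG terms in the deposited annotation with at least 5 tested genes, against tested genes with such a term (12507 for GO, 4940 for KEGG). Sets were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, taking for each gene the probe of highest mean. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

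The rule for named probes, the designs and the alternatives were written before the data were examined. The named probes are the 5 with the largest increase and the 5 with the largest decrease among those past the adjusted p, well above background on all 6 arrays and without overlap between the groups, filled from the study's thresholds where fewer than 5 pass. Also named are 15 genes that the array measures, which are *Esr1* and genes the paper names. Named too are the called genes with the 5 smallest p in each named term, and members of 20 gene lists. The lists cover cardiomyocytes, fibroblasts, activated fibroblasts, B and plasma cells, T cells, NK and cytotoxic cells, macrophages, neutrophils, erythrocytes, endothelial cells, smooth muscle and pericytes, adipocytes, atrial cardiomyocytes, X inactivation, the Y chromosome, the morning and evening phases of the clock, the integrated stress response, the p53 response and hypertrophy markers. They were written after Supplementary Data 2 had been read.

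The alternatives were quantile normalization, normexp background correction (offset 50), the percentile over detected probes, the study's own normalized values, no filter on dim probes, a filter on all 6 arrays, keeping outlier spots, the t-test named in the legend of Supplementary Fig. 10, the replicate number as a block, an intensity trend, array weights, each array left out, 1 probe per gene, other backgrounds and entries for the term test, other set tests, and a 1.5-fold threshold. A block for slide or scan was not possible with 1 of each. A slide row block and the t-test on the study's own values were added after the data had been seen. With the slide row block the difference rests on NEXN-S437E replicate 1 alone, since slide row 2 holds no NEXN-WT array.

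The test was checked on simulated data for the 22987 probes with a value on every array, with 200 probes changed. The simulated probes were independent of one another. limma recovered 181 of them (90.5%) at the adjusted threshold and 197 (98.5%) at the study's thresholds, and called 8 and 88 unchanged probes. With no change simulated it called 0 and 77 probes. The t-test recovered 105 (52.5%) at the adjusted threshold and 195 (97.5%) at the study's, and called 0 and 43 probes with no change. Nearly all the simulated changes were recovered at the study's thresholds, so most were large against the fold threshold. The recovery therefore does not give the power for changes near that threshold, or for probes that vary together. A simulated term of 36 genes, lower as a set, ranked 1 (adjusted p = 8.6e-51, Fisher's exact test). With so strong a shift the rank shows only that the term test finds it, not its power for weaker terms.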

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

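The list of cardiomyocyte genes and its set test were fixed before the array files were opened but after Supplementary Data 2, which reports on the same arrays and holds 0 of the 12 genes, had been read, and the tests of its explanations, by random lists of like brightness and by other cell types, were chosen after the result was seen.

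The genes of the cardiomyocyte list were higher with NEXN-S437E than in the NEXN-WT control hearts. The paper stains cells for cTnT, which *Tnnt2* of the list encodes, and uses the promoter of *Myh6*, and its text does not report on the list in these arrays. All 12 genes had a positive log2 fold change, with a median of 0.42 (adjusted p = 4.01e-04 over 19 lists, camera with a preset correlation). None of the 12 passed an adjusted p of 0.05 alone, and *Myh6* had a log2 fold change of 0.58 (standard error 0.16, unadjusted p = 0.00786, adjusted p = 0.176 from limma), higher in every NEXN-S437E array than in every NEXN-WT array. The same held for 8 of the 12 genes, where chance gives 5% for 1 direction. The call depended on the test and the scaling: the adjusted p was 0.0518 with fry, 0.317 with an estimated correlation, 0.219 with quantile normalization and 0.232 with the study's own normalized values, and it ranged from 2.43e-04 to 0.317 over 14 alternatives. Under quantile normalization the median was 0.20, with 9 of 12 genes higher.

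A technical explanation is a difference between the arrays that grows with intensity and raises bright probes. Of 10000 random lists of 12 genes matched on mean level, a share of 0.191 had a median as high, and the median of these lists was 0.36. Most of the rise is therefore what equally bright genes show. Only the 12 genes were left out of the random lists, so other bright cardiomyocyte transcripts may be in them. The share thus cannot tell a technical rise from a rise of cardiomyocyte transcripts. After quantile normalization, which removes such a trend, the random lists had a median of 0.06 and a share of 0.0161 reached the 0.20 of the list, so a smaller difference may remain on that scale. A higher share of cardiomyocytes in the NEXN-S437E samples would lower the transcripts of all other cell types alike, and these moved apart under 4 of 5 scalings. The genes of the B cell, T cell and NK cell lists lay −1.65 on the log2 scale from those of the endothelial and macrophage lists, as a difference of medians, and −1.06 with dim genes at their bound. The difference was −1.53 under quantile normalization, −1.65 with the percentile over detected probes and −1.52 with the study's own values. Under normexp it was −0.14 (permutation test over genes, two-sided p = 0.0900), so on that scale it argues against nothing. An effect of NEXN-S437E on cardiomyocyte transcripts stays open.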

How the results depend on the processing

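The settings with the study's own normalized values under the methods' t-test, and with a slide row block, were chosen after seeing the data, and the other 24 were set beforehand. Over 103 results and 1822 comparisons with the main setting, 1489 kept their direction and side of the threshold and 71 reversed. Of the reversals 63 were of single genes, lists or set tests, none of which passed an adjusted p of 0.05 in the main setting or after reversing (smallest 0.354 and 0.0709). The cause of a change was not tested unless the setting itself shows it.

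Main counts were 37 probes past the adjusted p, 169 higher and 410 lower at the study's thresholds, 4 named terms past the enrichment test, 5 past the set test, 8 gene lists and 1 targeted gene (*Esr1*). Without the filter on dim probes they were 7 adjusted, 1645 higher and 624 lower, and integrin binding had an adjusted p of 0.212. With a filter on all 6 arrays, which removes the *Esr1* probe and so leaves 0 targeted genes, they were 20, 104 and 241. Normexp gave 25 higher and 155 lower, an adjusted p of 0.0144 for PI3K-Akt and 1 for AMPK signaling, reversed. The methods' t-test gave 0 adjusted probes, with 3141 at an unadjusted p under 0.05, and 0 targeted genes. The intensity trend gave 80 adjusted probes and array weights 3820, with NEXN-WT replicate 1 weighted 0.196 and NEXN-WT replicate 2 weighted 4.22. One probe per gene, which tests fewer probes, gave 106 higher and an adjusted p of 1 for AMPK signaling, reversed. The 1.5-fold threshold gave 1071 higher and 994 lower. The study's values with the methods' t-test gave 0 adjusted (2930 unadjusted), 96 higher and 0 targeted genes. The slide row block gave 24 adjusted probes, 0.0529 for integrin binding and 3 terms by the set test.

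Against all annotated genes, dilated cardiomyopathy had an adjusted p of 0.0446. With only the lower genes entered, AMPK and calcium signaling reversed, each with an adjusted p of 1. With only the higher genes entered, 0 terms passed, calcium ion binding had 0.603, and extracellular matrix, integrin binding, collagen fibril organization and PI3K-Akt had 1, the last 3 reversed. At an unadjusted p under 0.05 were calcium ion binding, AMPK and calcium signaling. Under fry 0 of the 9 named sets passed (3 at an unadjusted p under 0.05), and under an estimated correlation 0 (0 unadjusted). Of the gene lists 0 passed under an estimated correlation (5 unadjusted), against 8 under fry.

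The counts moved with single arrays. The adjusted count ranged from 12 without NEXN-WT replicate 2 to 128 without NEXN-WT replicate 1, the higher probes from 101 without NEXN-WT replicate 1 to 349 without NEXN-WT replicate 3, and the lower from 260 to 551 for the same arrays. The named terms ranged from 4 to 7, the highest without NEXN-S437E replicate 3. The adjusted p ranged from 0.0140 to 0.275 for dilated cardiomyopathy, from 0.0328 to 0.378 for hypertrophic cardiomyopathy, from 0.0152 to 0.737 for PI3K-Akt and from 0.167 to 1 for calcium signaling, which reversed without NEXN-WT replicate 1. The cause was not tested.

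Small log2 fold changes reversed. Under quantile normalization these were *Clk2* −0.052, *Nexn* −0.10, *Snw1* −0.10, *Nppb* (A_66_P125089) −0.21 and *Gapdh* −0.13, under normexp *Clk2* −0.074, *Nexn* −0.16, *Snw1* −0.050 and *Nppb* −0.16, and with detected probes only *Clk2* −0.10, *Nexn* −0.093, *Snw1* −0.088, *Dusp27* −0.010 and *Nppb* −0.074. With the study's values, under limma or the methods' t-test, they were *Clk2* −0.054, *Nexn* −0.10, *Snw1* −0.10, *Nppb* −0.25 and *Gapdh* −0.17. Array weights turned *Clk2* to −0.14, and the slide row block *Nexn* to −0.31, *Pdha1* to −0.00011, *Ndrg1* to 0.11 and *Nppb* to −0.21. With 1 array left out, the ranges were −0.12 to 0.090 for *Clk2*, −0.11 to 0.080 for *Clk3*, −0.18 to 0.20 for *Nexn*, −0.0033 to 0.072 for *Snw1* and −0.069 to 0.16 for *Nppb*.

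Set tests far from their threshold also changed direction. The Y chromosome list did so at adjusted p values of 0.870 (quantile), 0.313 (normexp), 0.887 (study's values), 0.815 (fry) and 0.937 (slide row block). The AMPK set did so at 0.656 (normexp), the dilated cardiomyopathy set at 0.880 (fry), and the calcium signaling set at 0.892 (detected probes), 0.631 (fry) and 0.564 (slide row block). With 1 array left out the adjusted p ranged from 0.551 to 0.844 for the Y chromosome list, from 0.0709 to 0.999 for erythrocytes, from 0.164 to 0.886 for neutrophils, from 0.108 to 0.886 for endothelial cells and from 0.504 to 0.911 for the calcium signaling set.

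Same-numbered arrays of the 2 groups did not deviate together (correlations of −0.15, −0.03 and −0.18 over 22987 probes). With the replicate number as a block, 37 probes passed the adjusted p, 175 were higher and 416 lower, and the Y chromosome list reversed at an adjusted p of 0.943. A block for slide or scan was not run, since there was 1 of each. Signal over background limits these arrays, with 21110 of the 22998 tested probes well above background on all 6.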

Differences from the paper's values

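All comparisons with the paper's values used alternatives set before the data were examined, except the study's own normalized values with the methods' t-test and the slide row block, which were chosen after seeing the values. Of 22 values of the paper that were also computed here, 4 differed.

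The paper reports 96 mRNAs increased with NEXN-S437E, and here 169 probes were higher at the same thresholds. Quantile normalization (139), the percentile over detected probes (113), the study's own normalized values (139), the filter on all 6 arrays (104), the methods' t-test (115), 1 probe per gene (106) and the fit without NEXN-WT replicate 1 (101) came within 1.5 times the paper's number. Normexp (25), no filter (1645), kept outlier spots (170), the replicate block (175), the intensity trend (172), array weights (174), the 1.5-fold threshold (1071) and leaving out any of the other 5 arrays (179 to 349) did not. The study's own values with the methods' t-test gave 96 higher and 334 lower, the paper's numbers, a setting chosen after seeing the values. The slide row block, also chosen after seeing the values, rests on NEXN-S437E replicate 1 alone, so its count is not compared.

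For calcium ion binding, Supplementary Fig. 10c shows a −log10 p of about 5.4, read by eye, and here it was 9.60. It came within 1.5 times with no filter (4.91), the methods' t-test (5.92), only the lower genes entered (7.33), without NEXN-WT replicate 1 (4.50) or 3 (7.59) and without NEXN-S437E replicate 1 (8.06), 2 (7.28) or 3 (6.40). It did not with quantile normalization, normexp, the percentile over detected probes, the study's own values, the filter on all 6 arrays, kept outlier spots, the replicate block, 1 probe per gene, all annotated genes as background, only the higher genes entered, or without NEXN-WT replicate 2. The study's values with the methods' t-test (5.46), chosen after seeing the values, came within it. So did the slide row block, also chosen after seeing the values, which rests on NEXN-S437E replicate 1 alone.

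Supplementary Data 2, of which the copy used holds 427 of the paper's 430 probes, gives *Nppa* probe A_52_P580582 a log2 fold change of −1.75967, and here it was −1.39, further apart than the SD of 0.23 within a group. Quantile normalization (−1.75), normexp (−1.54) and the study's own values (−1.76) came within that SD, as did the study's values with the methods' t-test, chosen after seeing the values. The other alternatives set before the data were examined did not. The table gives *Nppb* probe A_51_P426195 a value of −1.04669, and here it was −0.78, with an SD of 0.25. Quantile normalization (−1.02), normexp (−0.86), the percentile over detected probes (−0.89), the study's own values (−1.05) and the fits without NEXN-WT replicate 2 (−0.92), NEXN-S437E replicate 2 (−0.84) or NEXN-S437E replicate 3 (−0.84) came within it, and the other alternatives set before the data were examined did not. The study's values with the methods' t-test (−1.05) and the slide row block (−1.01), both chosen after seeing the values, came within it.

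The paper lists dilated cardiomyopathy, hypertrophic cardiomyopathy, AMPK signaling, PI3K-Akt signaling and calcium signaling among its top enriched pathways. Here none of the 5 passed an adjusted p of 0.05 in Fisher's exact test, with ranks of 15, 20, 86, 49 and 46 among 308 pathways, and 2 of the 5 had an unadjusted p under 0.05 (0.00746 and 0.0222). By camera with the preset correlation PI3K-Akt passed (adjusted p = 0.00780). In the term test dilated cardiomyopathy passed against all annotated genes, without NEXN-WT replicate 2 and without NEXN-S437E replicate 3. Hypertrophic cardiomyopathy passed without either of the same 2 arrays, and PI3K-Akt passed with normexp and without NEXN-S437E replicate 3. AMPK signaling and calcium signaling passed under no alternative run.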

Other observations

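The tests of the transgene by *Clk4* probes, of atrial tissue by the atrial list and of the time of harvest were chosen before the array values were seen, though after Supplementary Data 2 had been read. The tests of atrial tissue by the level of its transcripts, of the *Clk4* probe against like probes, of endogenous *Esr1*, of the α-MHC promoter, of failed spots, of immune cells, of the difference between cell types and of NEXN-WT replicate 1, and the counts over other splits of the arrays, were chosen after the result was seen, as was the slide row block.

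The arrays of the *Esr1* probe A_55_P2030883 fall in 2 groups with nothing between: 3.13 to 5.82 on the log2 scale with NEXN-WT and −5.63 to −5.30, not well above background, with NEXN-S437E. The paper does not report on this gene in its text. A failed spot is argued against, since among 4735 probes bright enough to show a loss of 6 log2 units, 0 lost their signal on exactly 1 array. Only 1 other probe, of *Gdpd3*, showed such a loss on any set of arrays (NEXN-WT replicate 2 and all NEXN-S437E arrays), and of the 23 spots around the *Esr1* spot, 12 of them well above background on all 6 arrays, the lowest log2 fold change was −0.22. A less active α-MHC promoter is argued against by *Myh6*, the gene of that promoter, with a log2 fold change of 0.58, higher in every NEXN-S437E array. A change of endogenous *Esr1* stays open, since the other 2 *Esr1* probes past the filter lie near background and could not show a fall of 7.99 log2 units, the bound of this probe. A_65_P17231, with a mean of −2.47 in the NEXN-WT hearts, had a log2 fold change of −0.58 (standard error 0.31), and A_52_P237077, well above background on no NEXN-S437E array, was lower by at least 0.64. In the NEXN-WT hearts A_52_P237077 had a mean of −2.64, against 4.72 for A_55_P2030883. An endogenous transcript read by all of these probes predicts closer levels. The levels thus go against endogenous *Esr1* as the source, but they compare different probes, which need not respond alike. Another candidate explanation that stays open is that the NEXN-S437E hearts did not carry or express the MerCreMer transgene. It predicts more *Clk4* signal in them. All 3 *Clk4* probes had a higher mean there, by 0.13 (A_52_P445387), 0.60 (A_52_P368396) and 0.45 (A_52_P128262) on the log2 scale. Only 1 of the 3, the dim A_52_P128262, was higher in every NEXN-S437E array than in every NEXN-WT array. Of the 1000 probes nearest to it in mean level 12.3% did the same, and of 947 probes well above background on as many arrays 7.60%, where chance gives 5%, so 1 of 3 probes decides little. The bright *Clk4* probe overlapped between the groups, the *Clk4* probes were not placed inside or outside the deleted exons, and hearts with an intact *Clk4* gene were not analysed here, so hearts with and without the transgene cannot be told apart. Without the transgene *Clk4* would not be deleted. Every difference between the groups could then come from that as well as from NEXN-S437E. A variant under the probe in some of the mice was not tested.

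Lymphoid transcripts were lower with NEXN-S437E. The median log2 fold change was −1.83 for 8 T cell genes (adjusted p = 7.05e-06, camera with the preset correlation), −1.58 for 5 NK and cytotoxic cell genes (4.78e-06) and −0.61 for 3 B and plasma cell genes (0.00551). With genes that were dim in all NEXN-S437E arrays set at their bound, the medians were −0.92, −1.38 and −0.61, and under normexp the T cell median was −0.24. Of the T cell genes 6 were lower, and *Cd4* (0.22) and *Cd28* (0.50) were higher. A higher share of cardiomyocytes, which would lower all other types alike, is argued against under 4 of 5 scalings but not under normexp (difference of medians −0.14, two-sided p = 0.0900 by permutation). The 16 lymphoid genes had a median of −1.63 and the 18 endothelial and macrophage genes one of 0.02 (permutation test over genes, 100000 resamples, two-sided p = 8.0e-05), or −1.04 and 0.02 with dim genes at their bound (p = 1.0e-04). Genes are not independent replicates, and the medians of the endothelial and macrophage lists turned negative under quantile normalization (−0.12 and −0.16), normexp, the percentile over detected probes and the study's own values. Lymphoid tissue in a single NEXN-WT sample as the whole cause is argued against, on the scale of the 75th percentile only, since this was not run with other scalings. The median of the 16 genes was −1.99, −1.70 and −1.33 without NEXN-WT replicates 1, 2 and 3 in turn, and 11 of the 16 were lower in every NEXN-S437E array than in every NEXN-WT array, where chance gives 5% for 1 direction. Fewer immune cells in the NEXN-S437E hearts, or lymphoid tissue in all 3 NEXN-WT samples, may each give the T cell median of −1.83, and these 2 cannot be told apart, since both follow the groups. The lists were written after Supplementary Data 2 had been read, which holds 10 of the 16 genes.

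The fibroblast list had a median log2 fold change of −0.79 (adjusted p = 3.72e-05) and the activated fibroblast list one of −2.94 (2.62e-08), with 8 of 9 genes lower in each. Supplementary Data 2 holds 3 and 8 of their genes. The median was −0.35 for the integrated stress response (1.44e-04, 10 of 13 lower) and −1.34 for the hypertrophy markers (3.57e-04, 3 of 4 lower). These 4 lists, the 3 lymphoid lists and cardiomyocytes are the 8 of 19 past an adjusted p of 0.05 by camera. With fry the first 7 passed, and so did the morning phase of the clock, and with an estimated correlation 0 lists passed. The lists not past it, beside the atrial list and the 2 clock lists given below, were macrophages (median 0.02, adjusted p = 0.302), neutrophils (0.16, 0.882), erythrocytes (0.32, 0.882), endothelial cells (0.02, 0.623), smooth muscle and pericytes (−0.11, 0.458), adipocytes (0.36, 0.0953), the Y chromosome (0.03, 0.904) and the p53 response (−0.12, 0.243). The mean of the macrophage list was −0.13 and that of the endothelial list −0.0061, and camera ranked both, and the Y chromosome list, lower than other genes. Some of these calls changed with 1 array or another setting. The macrophage list had an adjusted p of 0.0298 without NEXN-WT replicate 2 and of 0.0284 with normexp (range 0.0284 to 0.819 over 14 alternatives), ranked lower. The adipocyte list had 0.0410 without NEXN-S437E replicate 3 (range 0.0410 to 0.317), and the B and plasma cell list 0.232 with normexp (range 0.00167 to 0.232). The neutrophil and erythrocyte lists also changed with the slide row block, where the difference rests on NEXN-S437E replicate 1 alone. That array had a value of 8.31 for the erythrocyte gene *Hba-a1*, against 4.82 and 5.58 in NEXN-S437E replicates 2 and 3. *Xist*, the only gene of the X inactivation list, did not pass the filter. Of 121 list genes, 8 passed an adjusted p of 0.05 over all probes and 35 adjusted over the list alone, which is not independent evidence for genes that the study picked on these samples.

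*Nppa* and *Nppb*, which the paper measured by PCR in another experiment, were read here with no *Clk4*-intact control. *Nppa* was lower with NEXN-S437E at both probes, with log2 fold changes of −1.39 (adjusted p = 0.0254 from limma) and −2.07 (adjusted p = 0.0221). The *Nppb* probes disagreed, with −0.78 (adjusted p = 0.134) and 0.04 (adjusted p = 0.924), the latter turning negative under each other scaling run. Less atrial tissue in the NEXN-S437E samples, so atrial tissue in the NEXN-WT samples as the source of the difference, is not settled for *Nppa*. The signal of the NEXN-WT arrays above that of the NEXN-S437E arrays was 8.01 on the log2 scale (6.42 at the other probe). *Myl7*, *Sln* and *Bmp10*, abundant in atria by general knowledge, reached no more than −3.26, −3.26 and −5.80 in any NEXN-WT array, each at 1 probe. These levels go against atrial tissue, but they compare different probes, which need not respond alike. The atrial list goes the other way, with a median of −0.46 (adjusted p = 0.0537 by camera). It rests on *Myl4* (−0.62) and *Nr2f2* (−0.30) only, since *Myl7*, *Sln* and *Bmp10* did not pass the filter. Both were lower in every NEXN-S437E array than in every NEXN-WT array. The atrial cardiomyocyte list had an adjusted p of 0.0194 without NEXN-S437E replicate 1 (range 0.0194 to 0.366 over 14 alternatives). An effect of NEXN-S437E on these genes stays open.

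Clock genes differed without passing the adjusted threshold. The log2 fold change of *Arntl* was −0.99 (adjusted p = 0.0853 from limma), that of *Clock* −0.64 (0.221) and that of *Cry1* 0.29 (0.573). The median of the morning phase list was −0.64 (adjusted p = 0.0537 by camera) and that of the evening phase list 0.26 (adjusted p = 0.243), with 7 of 8 genes higher. The clock morning phase list had an adjusted p of 0.0410 without NEXN-S437E replicate 3 and of 0.0214 with fry (range 0.0214 to 0.320 over 14 alternatives). Different times of harvest may give such opposite signs, but the evening median of 0.26 does not pass a test, and the paper's text gives no time of day.

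NEXN-WT replicate 1 stood apart from the other arrays. Its activated fibroblast genes lay 2.55 above the mean of NEXN-WT replicates 2 and 3 on the log2 scale (median of 9 genes, 8 higher). A brighter array with an intensity-dependent difference is argued against as the whole cause, since the median of 10000 random lists of like brightness was −0.15 and 0 of them were as high, a share of 0.0001 once 1 is added to both counts, the smallest that 10000 lists can give. The fibroblast list lay 0.76 above and the NK and cytotoxic list −1.21 from the other 2 arrays. A heart with more fibrosis, or a difference in the tissue taken, was not tested.

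Of the genes the paper names in other experiments, *Clk1*, *Clk2*, *Clk3*, *Pdha1*, *Snw1*, *Dusp27*, *Zc3hc1*, *Ndrg1* and *Gapdh* had log2 fold changes from −0.25 (*Clk1*) to 0.38 (*Pdha1*) at their probe of highest mean, none past an adjusted p of 0.05, and the smaller ones change sign with the scaling.

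The 6 arrays can be split into 2 groups of 3 in 10 ways. In each of the 4 counts tested only 1 split, the real one, reached the result: 37 probes past the adjusted p against at most 4 in the others, 579 at the study's thresholds against at most 127, 4 named terms against 0, and 8 gene lists against at most 6. With 10 splits the share is never under 0.1 whatever the data, so this count alone cannot exclude chance.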
